# Effects of maternal gestational diet, with or without methionine, on muscle transcriptome of *Bos indicus*-influenced beef calves following a vaccine-induced immunological challenge

**DOI:** 10.1371/journal.pone.0253810

**Published:** 2021-06-24

**Authors:** Elizabeth A. Palmer, Francisco Peñagaricano, Marcelo Vedovatto, Rhaiza A. Oliveira, Sena L. Field, Jimena Laporta, Philipe Moriel

## Abstract

Maternal nutrition during gestation can cause epigenetic effects that translate to alterations in gene expression in offspring. This 2-year study employed RNA-sequencing technology to evaluate the pre- and post-vaccination muscle transcriptome of early-weaned *Bos indicus*-influenced beef calves born from dams offered different supplementation strategies from 57 ± 5 d prepartum until 17 ± 5 d postpartum. Seventy-two Brangus heifers (36 heifers/yr) were stratified by body weight and body condition score and assigned to bahiagrass pastures (3 heifers/pasture/yr). Treatments were randomly assigned to pastures and consisted of (i) no pre- or postpartum supplementation (**NOSUP**), (ii) pre- and postpartum supplementation of protein and energy using 7.2 kg of dry matter/heifer/wk of molasses + urea (**MOL**), or (iii) MOL fortified with 105 g/heifer/wk of methionine hydroxy analog (**MOLMET**). Calves were weaned on d 147 of the study. On d 154, 24 calves/yr (8 calves/treatment) were randomly selected and individually limit-fed a high-concentrate diet until d 201. Calves were vaccinated on d 160. Muscle biopsies were collected from the same calves (4 calves/treatment/day/yr) on d 154 (pre-vaccination) and 201 (post-vaccination) for gene expression analysis using RNA sequencing. Molasses maternal supplementation led to a downregulation of genes associated with muscle cell differentiation and development along with intracellular signaling pathways (e.g., Wnt and TGF-β signaling pathway) compared to no maternal supplementation. Maternal fortification with methionine altered functional gene-sets involved in amino acid transport and metabolism and the one-carbon cycle. In addition, muscle transcriptome was impacted by vaccination with a total of 2,396 differentially expressed genes (FDR ≤ 0.05) on d 201 vs. d 154. Genes involved in cell cycle progression, extracellular matrix, and collagen formation were upregulated after vaccination. This study demonstrated that maternal supplementation of energy and protein, with or without, methionine has long-term implications on the muscle transcriptome of offspring and potentially influence postnatal muscle development.

## Introduction

During the last trimester of gestation, the protein, energy, and amino acid requirements of beef cows increase in order to meet the demand of the growing fetus [1]. Previous studies observed that supplemental protein during the last trimester of gestation increased calf weaning body weight, carcass weight, and marbling scores at slaughter [2–4]. Postnatal muscle development is highly dependent on in utero formation of muscle fibers as the number of muscle cells is set at birth [5]. In the beef cattle fetus, secondary myogenesis predominately occurs during the second trimester of gestation [6]. During the last trimester of gestation, muscle tissue growth continues primarily through muscle hypertrophy and adipogenesis is initiated [6]. Modifications to the maternal diet, either nutrient excess or restriction, during mid- to late gestation can modulate the expression of genes involved in myogenesis and adipogenesis of the muscle [7, 8]. Nutrient restriction during the last 40 d of gestation alters the muscle transcriptome of beef calves at weaning [9], indicating that maternal nutrition during late gestation can program long-term gene expression in the offspring.

Methionine is a limiting amino acid for both multiparous and primiparous beef cows grazing low-quality forages during the last trimester of gestation [10, 11]. Methionine is an essential amino acid that has many important functions within the body, including protein synthesis and DNA methylation. Previous work in livestock species has reported considerable changes in offspring DNA methylation when methyl donors are added to the maternal diet [12, 13]. Methionine acts as a precursor for S-adenosylmethionine, a metabolite of the one-carbon cycle [14]. S-adenosylmethionine plays an active role in both DNA and histone methylation which in turn regulates gene transcription [15, 16]. Indeed, maternal supplementation of methionine during the last trimester of gestation influences hepatic gene transcription in dairy calves [17, 18].

The impact of maternal methionine supplementation on calf postnatal growth is controversial. Supplementation with methionine during the last trimester of gestation in dairy cows increased calf birth weights and body weight gain during the first 9 weeks of postnatal life [17, 19, 20]. Nevertheless, supplementing methionine to beef cows during the first or last trimester of gestation did not impact calf postnatal growth [21–24]. The mechanisms eliciting these changes, or lack thereof, are not well understood. Liu and colleagues reported that the muscle transcriptome of beef calves was modified when cows were supplemented with 10 g/d of methionine during periconception and through the first trimester of gestation [13]. However, little information is known on how methionine supplementation during the last trimester of gestation may influence the postnatal muscle transcriptome in beef calves.

Previous work by our research group observed that calves born to *Bos indicus*-influenced cows provided pre- and postpartum supplementation of protein and energy had greater pre- and post-weaning growth performance compared to calves born from non-supplemented cows, whereas the methionine fortification of supplements did not further enhance calf growth [22, 23]. Further, maternal supplementation with energy and protein enhanced the antibody response in beef calves following vaccination [22]. During an immunological challenge, nutrients are shifted towards developing an immune response at the expensive of growth [25]. Sanglard and colleagues identified correlation networks of immune related genes that were upregulated in blood but downregulated in the muscle following vaccination [9], indicating an interaction between muscle and the immune response. Moreover, dietary amino acid requirements are altered during periods of inflammation and stress [26]. In particular, maternal supplementation with methionine during the last trimester of gestation can enhance the innate immune response of calves [27]. We hypothesized that, during an immunological challenge, we would observe differences in gene expression in pathways related to muscle development and growth in calves born to heifers that received pre- and post-partum molasses supplementation. Further, we anticipated that methionine would produce changes in gene expression due to its role as a methyl donor. Therefore, the specific aim of this study was to gain insight into individual genes and pathways influenced in the *Longissimus dorsi* muscle of calves, following an immunological challenge, when their dams were provided pre- and postpartum supplementation with energy and protein, with or without methionine fortification.

## Materials and methods

### Animals and data collection

This 2-yr study was conducted at the University of Florida, Institute of Food and Agricultural Sciences, Range Cattle Research and Education Center (RCREC), Ona, Florida (27°23′N and 81°56′W). All animal procedures described herein were approved by the University of Florida Institute of Animal Care and Use Committee (protocol #201709982). This experiment was part of a larger study that investigated the effects of pre- and postpartum supplementation with molasses + urea, with or without methionine hydroxy analog fortification, on the physiology and growth performance of beef heifers and their offspring [22]. Briefly, on d 0 of each year, 36 Brahman × Angus heifers (20 to 22 mo. of age) were stratified by initial body weight (396 ± 24.1 kg) and body condition score (**BCS**; 5.67 ± 0.43) and assigned randomly to 1 of 12 bahiagrass (*Paspalum notatum*) pastures (3 heifers/pasture; 1.2 ha/pasture). Treatments were assigned randomly to pastures (4 pastures/treatment) and consisted of (i) no supplementation (**NOSUP**), (ii) supplementation of protein and energy using sugarcane (*Saccharum officinarum*) molasses + urea (**MOL**; 7.2 kg of DM/heifer/wk; Westway Feed Products LLC, Clewiston, FL), or (iii) MOL fortified with 105 g/heifer/wk of methionine hydroxy analog (**MOLMET**; MFP, Novus International Inc., Romance, AR). Molasses + urea supplements were formulated for heifers to gain 0.5 BCS during the last 57 ± 5 d of gestation [1, 22]. Methionine hydroxy analog was offered at the greatest recommended amount by the company for growing beef heifers (15 g/d). Clements et al. reported an increase in plasma methionine precursors in multiparous cows when offered methionine hydroxy analog at a rate of 10 g/d [21]. Moreover, supplementing 15 g/d of _DL_ -methionine during the last 58 ± 1.02 d of gestation successfully increased plasma methionine concentrations in beef heifers [11]. Therefore, treatment supplementation was initiated on d 0 (57 ± 5 d prepartum) and continued until all heifers within each pasture had calved (17 ± 5 d postpartum).

Calves were early-weaned on d 147 of each year (89 ± 5 d of age) and were immediately transferred to a dry-lot pen as a single group. Calves remained in the dry-lot pen until d 154 to allow calves to adjust to a concentrate diet (Purina® Precon® Complete; Land O’Lakes Purina Feed LLC, Gray Summit, MO) and overcome the stress of weaning. On d 154, 24 calves/yr (4 heifer and 4 steer calves/treatment/yr) were selected randomly and transferred to individual concrete, covered pens where they remained until the end of the study on d 201. From d 154 to 201, calves were limit-fed a high-concentrate diet [27.2% crude protein (**CP**) and 75.0% total digestible nutrients (**TDN**) on a dry-matter (**DM**) basis] starting at 2% of shrunk BW and increasing to 3.5% of shrunk BW with concentrate increasing in increments of 0.5% or less. Additionally, calves were offered 1 kg/d of long-stem stargrass (*Cynodon nlemfuensis*) hay (7.3% CP and 53.5% TDN on a DM basis) and a complete salt-based mineral supplement (Cattle Select Essentials Range, Lakeland Animal Nutrition, Lakeland, FL). On d 160, calves were vaccinated against infectious bovine rhinotracheitis, bovine viral diarrhea virus type 1 (**BVDV-1**) and 2, parainfluenza-3 virus (**PI-3**), bovine respiratory syncytial virus, and *Mannheimia haemolytica* (2 mL subcutaneous; Bovi Shield Gold One Shot; Zoetis, Parsippany, NJ), as well as *clostridium* (2 mL subcutaneous; Ultrabac 7, Zoetis) and administered an oral anthelmintic (5 mg/kg of BW; Safe-guard, Merck Animal Health, Summit, NJ) to protect against internal parasites. On d 188, calves were administered a booster vaccination of Bovi Shield Gold One Shot (2 mL subcutaneous; Zoetis) and Ultrabac 7 (2 mL subcutaneous; Zoetis). This vaccination protocol was utilized to stimulate an immune response [28–30]. Additional details on management, diets and the complete nutrient analysis have been previously reported [22].

On d 154 and 201 of yr 1 and 2, *Longissimus dorsi* muscle samples were collected from 12 randomly selected calves (4 calves/treatment). Muscle biopsies were collected on both heifers (n = 6; 2 heifers/treatment) and steers (n = 6; 2 steers/treatment) in year 1 and only steers in year 2, respectively. The same 12 calves were biopsied at both timepoints. Muscle biopsies were conducted by a single, trained individual. Approximately 50 mg of muscle samples were collected from the *Longissimus dorsi* muscle located above the 11^th^ and 12^th^ rib using a Tru-Cut biopsy needle (14-gauge × 15 cm; CareFusion; Becton Dickinson, Franklin Lakes, NJ). Muscle biopsies were always conducted on the right side of the calf following a 12-h period of food and water withdrawal. Immediately after sample collection, muscle samples were contained in aluminum foil and snap-frozen with liquid nitrogen. Muscle samples were stored at -80°C until RNA extraction.

### RNA extraction, library preparation and sequencing

Muscle tissue was homogenized in 400 μl of TRIzol™ Reagent (Invitrogen, Carlsbad, CA) with 3.0 mm zirconium beads (#D1032-30; Thomas Scientific, Swedesboro, NJ) using a high-throughput bead tissue homogenizer (Precellys 24; Bertin Technologies SAS, Montigny-le-Bretonneux, France). Tissues were homogenized for 10 s at 5000 rpm, set on ice for 30 s, and then homogenized again for 10 s at 5000 rpm. Following muscle tissue homogenization, 100 μl of chloroform was added to the sample and centrifuged at 12,000 × g for 15 min at 4°C. The aqueous layer was isolated and combined with 70% ethanol at a 1:1 ratio before RNA was extracted and purified using the RNeasy Mini Kit (catalog #74104; Qiagen, Valencia, CA). The RNA concentration and quality were determined using the Agilent 2100 bioanalyzer (Agilent Technologies, Santa Clara, CA). Following RNA quantification, 3 RNA samples (n = 1 and 2 for NOSUPP and MOL, respectively) were not included in subsequent library preparation due to low concentrations of RNA (RNA concentration < 0.2 μg). The remaining 45 samples used for library construction had an RNA integrity number of 6.1 or greater. Library construction was conducted using the commercial kit NEBNext Ultra II RNA Library Prep by Illumina (#E7775; New England BioLabs, Ipswich, MA). Individual library concentrations were initially assessed using the Qubit 2.0 (ThermoFisher, Invitrogen, Grand Island, NY), sized using the Agilent 2100 bioanalyzer (Agilent Technologies), and quantified with qPCR. After passing quality control, 45 individual barcoded libraries were pooled at equal molar concentrations. Lastly, sequencing was performed using the Illumina NovaSeq 6000 platform (San Diego, CA) and produced paired-end 150 base-pair reads. Library construction and sequencing was performed by Novogene Inc. (Sacramento, CA).

### RNA-seq analysis: Quality control, read mapping, and gene expression estimation

Quality of the reads was evaluated before and after trimming using FastQC (version 0.11.7, Babraham Bioinformatics, UK). Trimming was performed using Trim Galore (version 0.4.4, Babraham Bioinformatics, UK) with the following parameters:—*paired*,—*quality* 20,—*length* 50,—*clip_R1* 15,—*clip_R2* 15,—*three_prime_clip_R1* 5, and—*three_prime_clip_R2* 5. After processing, reads were mapped to the latest bovine reference genome (ARS-UCD1.2) using Hisat2 (v2.1.0) [31]. Finally, the number of reads that mapped to each annotated gene in the bovine annotation file (GTF file) was obtained using the python script *htseq-count* (v0.6.1p1) using the option *intersection-nonempty* [32]. One sample was removed due to low quality reads. Therefore, 44 samples (n = 14, 14, and 16 for NOSUP, MOL, and MOLMET, respectively) were used for downstream analysis of differentially expressed genes and gene-set enrichment analysis.

### RNA-seq analysis: Differential expression analysis

Genes with counts per million ≤ 1 were removed from the raw expression data and not included in the statistical analysis. Gene counts were normalized across biological replicates using the method trimmed mean of M-values implemented in the *R* package edgeR [33]. The expression of each gene (*n* = 13,010) was evaluated using the following generalized linear mixed model:

log(ge)=block+trt+time+trt×time+calf(trt)+e

where *ge* represents the normalized gene expression of the gene under consideration, *block* represents the year of trial (2 levels), *trt* represents the treatment effect (3 levels, NOSUP, MOL, and MOLMET), *time* represents the time effect (2 levels, d 154 and d 201), *trt*×*time* represents the interaction effect treatment-by-time, and *calf*(*trt*) represents the random effect of the calf nested within treatment. Two orthogonal contrasts were evaluated: (1) the effect of supplementation (MOL + MOLMET vs NOSUP) and (2) the effect of methionine (MOLMET vs MOL). Kenward-Roger method was used to calculate the approximate denominator degrees of freedom for the *F* tests. The effect calf nested within treatment was used as the error term for testing the effects of treatment. Finally, *P*-values were adjusted for multiple testing using the false discovery rate (**FDR**) method [34]. A heatmap [35] was generated to display the difference (FDR ≤ 0.05 and a log_2_ fold change (log_2_FC) ≥ |1|) in gene expression on d 201 vs. d 154.

### Gene-set enrichment analysis

The enrichment of Gene Ontology (**GO**) terms and Kyoto Encyclopedia of Genes and Genomes (**KEGG**) pathways with differently expressed genes (**DEG**) were analyzed using Fisher’s exact test. Genes were assigned to GO terms using the function *getBM* from the *R* package biomaRt (v 2.36.1) and KEGG terms were assigned using the *R* package EnrichKit. The Fisher’s exact test, a test of proportions based on the cumulative hypergeometric distribution and commonly used to evaluate 2 × 2 contingency tables, was implemented using the function *fisher*.*test* in the *R* software. Differentially expressed genes for enrichment analysis were designated at *P* < 0.05 for the effect of maternal methionine fortification vs. no methionine fortification, *P* < 0.025 for the effect of maternal supplementation vs. no supplementation, and *P* < 0.0001 for the effect of time. Different thresholds were used to capture more genes for each independent gene set analysis. Functional processes were considered significant when *P* ≤ 0.05. Given that terms are not independent, a classical multiple test approach would be overly conservative, and it was not performed.

## Results

### Mapping summary

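Gene expression was measured by RNA sequencing of *Longissimus dorsi* biopsies from 24 calves, 8 born to heifers on each of the 3 treatments (NOSUP, MOL and MOLMET). Each treatment had 4 calves in each of the 2 years of the trial. Muscle of 20 calves was sequenced from d 154, before vaccination, and from d 201, after vaccination. In year 2, 2 NOSUP and 2 MOL calves had a d 201 library only. This gave 14 NOSUP, 14 MOL and 16 MOLMET libraries. The authors trimmed the paired-end reads with Trim Galore, aligned them to the ARS-UCD1.2 bovine genome with Hisat2, counted the reads on each gene with htseq-count, and deposited these counts for each library without normalization. Between 13038245 and 29593721 reads per library were counted on genes, with a median of 20992792.5. On d 154, the median was 21935353.5 over 6 NOSUP libraries (range 19415522 to 25380868), 20472617.5 over 6 MOL libraries (13038245 to 25585909) and 20953692 over 8 MOLMET libraries (14432853 to 22866229). On d 201, it was 20101368.5 over 8 NOSUP libraries (15292188 to 24190542), 22143827 over 8 MOL libraries (19094230 to 24333251) and 20496992 over 8 MOLMET libraries (16834578 to 29593721). The 10 genes with the most counts took between 17.2% and 34.2% of a library. For the effects of treatment, the counts of each calf's libraries were summed, so that the calf was the replicate, and normalized by the trimmed mean of M-values (TMM). The study assigned treatments to pastures of heifers, and pasture was not in the fits here. Any calves whose dams shared a pasture therefore count as separate replicates. The effect of supplementation was the mean of MOL and MOLMET minus NOSUP, and the effect of methionine was MOLMET minus MOL. Both were tested with edgeR's quasi-likelihood test over all 24 calves, with the year and the absence of a d 154 library as covariates. The effect of time was d 201 minus d 154 within each of the 20 calves with both libraries, averaged with equal weight over the 3 treatments and tested in the same way over these 40 libraries. FDR values were obtained with the Benjamini-Hochberg adjustment over all genes tested. CPM values, which are counts scaled to library size, are TMM-normalized and are given as the mean ± SD over calves. Gene symbols were taken from the copy of S2 Table used here, which has 1998 of the 2396 genes of Tab 3 and in all pairs 2020 Ensembl identifiers with a symbol, and genes the paper names that this table does not list were not analysed here. The genes listed in the paper's tables for pathways and GO terms were chosen by the study in these same libraries.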

Forty-four RNA samples were successfully analyzed from the *Longissimus dorsi* of early weaned *Bos indicus*-influenced calves to determine the effect of maternal supplementation with molasses, with or without methionine fortification, during the last 57 ± 5 d of gestation until 17 ± 5 d postpartum. RNA-sequencing generated approximately 28.9 million paired-end reads per sample with 93% of the total reads successfully mapped to the bovine genome. 

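The paper's S1 Table lists between 18881699 and 40688949 reads per library. The mapped share in that table ranged from 89.7% to 95.6%, and the share mapped to unique regions from 88.5% to 92.8%. Over the libraries of year 1, the median mapping rate was 93.6% on d 154 and 94.7% on d 201. In year 2, it was 91.05% over the 8 libraries of d 154 and 94.05% over the 12 libraries of d 201. The median number of reads counted on genes was 22849660.5 on d 154 and 20526197 on d 201 of year 1, and 19926120.5 and 21061124 on the same days of year 2.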

From those aligned, approximately 91% were mapped to unique regions of the bovine genome. A mapping summary is present in S1 Table. Sequencing data can be accessed through GEO with accession number GSE168091.

### Differential expression in *longissimus dorsi* muscle

A total of 13,010 genes were evaluated for differential expression in the *Longissimus dorsi* muscle of calves for the effect of maternal supplementation with molasses, maternal supplementation of methionine, time of muscle sample collection, and the resulting interaction. 

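The deposited counts covered 27570 genes, of which 22492 had at least 1 count in any library. A mean of over 1 CPM across the 44 libraries was required for testing, which kept 12325 genes. Requiring over 1 CPM in every library kept 10065 genes. Requiring it in at least 8 libraries, a rule chosen after the counts had been seen, kept 13010 genes. Of the genes tested, 1936 had a symbol in S2 Table. The TMM factors of the libraries ranged from 0.774 to 1.24.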

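The 3 day effects were compared with each other by the F test of edgeR's quasi-likelihood fit, over the 6 NOSUP, 6 MOL and 8 MOLMET calves with both libraries. At an FDR of 0.25, 0 of 12325 genes passed, and 169 genes had an unadjusted *P* of 0.05 or less. DESeq2 and limma-voom also gave 0 genes at this FDR, with 223 and 276 genes at the unadjusted *P*. The year 1 calves alone gave 1 gene at an FDR of 0.25, as did the fit with the mapping rate as a covariate. The smallest *P* belonged to ENSBTAG00000021033 (FDR = 1.00 by edgeR). Its mean in MOL calves was 6.44 CPM on d 154 and 0 on d 201, and the first value rested on a single library, that of calf A304 with 38.7 CPM, since the other MOL calves were at 0. In NOSUP calves, the means were 0.463 CPM on d 154 and 0.0532 CPM on d 201. The first of these rested mostly on calf A11 with 2.48 CPM, against 0.265 CPM in the next calf, and 4 of 6 NOSUP calves were higher on d 201. In MOLMET calves, the means were 0.0164 and 0.227 CPM on the same days.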

No major genes (FDR ≥ 0.25) were identified for the treatment × time interaction; therefore, the main effects will be discussed herein. A full list of DEG for maternal supplementation with protein and energy, maternal supplementation of methionine, and time can be found in S2 Table. Additionally, all significant enrichment GO terms can be found in S3 Table along with the up- and downregulated genes associated with each functional process.

#### Effects of maternal protein and energy supplementation

Pre- and postpartum supplementation of protein and energy did not result in any major DEG (FDR ≥ 0.20) compared to calves born to NOSUP heifers. Consequently, individual genes were investigated at a less stringent threshold to better understand the biological impact of maternal supplementation of protein and energy on muscle transcriptome. 

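In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of 12325 genes passed an FDR of 0.20 for supplementation, and the smallest FDR was 0.999. An unadjusted *P* of 0.05 or less was reached by 419 genes, against 445 genes in DESeq2 and 495 genes in limma-voom, which also gave 0 genes at an FDR of 0.20. The alternative that moved this result most was a fit over the 44 libraries without the calf, which gave 7 genes. Of the 5 genes with the smallest *P*, 4 were lower with supplementation in both groups of supplemented calves. Expression of *ABCA1* (ENSBTAG00000020661) was 15.5 ± 17.7 CPM (SD, n = 8 calves) in NOSUP, 4.60 ± 1.89 CPM in MOL and 6.57 ± 2.20 CPM in MOLMET calves, a log2FC of −1.42 (SE 0.30), with 15 of 16 supplemented calves below the NOSUP median. NOSUP calf B27 had 57.5 CPM, and the mean of the other NOSUP calves was 9.47 CPM. *EHD3* (ENSBTAG00000001662) fell from 2.49 ± 0.583 CPM in NOSUP to 1.56 ± 0.388 CPM in MOL and 1.81 ± 0.249 CPM in MOLMET calves, and all 16 supplemented calves were below the NOSUP median (log2FC −0.61, SE 0.15). *DKK2* (ENSBTAG00000012969) had 4.52 ± 1.49, 2.56 ± 0.951 and 2.59 ± 1.17 CPM in the same order, also with all 16 supplemented calves below the NOSUP median (log2FC −0.82, SE 0.22). *BMPER* (ENSBTAG00000010866) had 1.55 ± 0.494, 0.824 ± 0.281 and 0.937 ± 0.277 CPM (log2FC −0.75, SE 0.21), with 15 of 16 below. The third gene by *P*, ENSBTAG00000054758, was not, and was read at over 1 CPM in 2 NOSUP, 4 MOLMET and 0 MOL calves. Its fitted log2FC of −3.85 is set by the MOL calves, and it became 0.85 in limma-voom.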

Utilizing a less stringent approach (*P* ≤ 0.01), 118 genes were differentially expressed in the muscle of calves as a result of maternal supplementation of protein and energy (S2 Table). 

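At a *P* of 0.01 or less in edgeR's quasi-likelihood test, 54 genes differed with supplementation, where 123 of the 12325 genes tested are expected by chance. At a *P* of 0.025 or less, there were 181 genes. The number at 0.01 moved most in the calves of year 2, where 263 genes passed, of which 16 were among the 54. A mixed model with the terms of the paper's, fitted here to log2(CPM + 1) of the same 12325 genes with the calf as a random effect and Kenward-Roger degrees of freedom, gave 61 genes. Of the 118 genes in Tab 1 of S2 Table, 113 were among the genes tested. A *P* of 0.01 or less was reached by 24 of these 113 genes, and a *P* of 0.05 or less by 70.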

Interestingly, all 118 genes identified were downregulated in calves born to heifers that received pre- and postpartum supplementation of protein and energy compared to calves born to NOSUP heifers.

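Of the 54 genes at a *P* of 0.01 or less, 34 were lower and 20 were higher in calves of supplemented heifers, which is 63.0% lower. The median absolute log2FC of these genes was 0.41. Without TMM, when counts were scaled by library size only, 109 genes passed, of which 108 were lower (99.1%). The median log2FC over all genes was then −0.08, against 0.00 with TMM. The 113 genes of Tab 1 that were tested were all lower with supplementation, under TMM and under scaling by library size, with a median log2FC of −0.24 with TMM and −0.32 without it. The paper's reported values for the genes of this tab have a median log2FC of −0.46.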

Gene enrichment analysis using DEG (*P* ≤ 0.025; 394 genes) for maternal supplementation of protein and energy identified 10 significant KEGG pathways (Table 1) and 183 significant GO terms (Fig 1). All significantly enriched KEGG pathways and GO terms primarily consisted of genes that were downregulated with protein and energy supplementation. 

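Table 1 gives the genes behind each KEGG pathway, and those with an Ensembl identifier in S2 Table were followed in edgeR's fit. Of the 12 genes listed for *Hippo signaling pathway*, 8 could be followed. Their log2FC ranged from −0.50 for *CCN2* to −0.08 for *APC*, and 1 of them reached a *P* of 0.01. For *TGF-β signaling pathway*, 5 of 8 listed genes could be followed, with log2FC from −0.25 for *BMPR1A* to −0.10 for *SMAD2*. For *glucagon signaling pathway*, 5 of 7 genes ranged from −0.42 for *GNAS* to −0.10 for *PHKB*, and none had a *P* of 0.05 or less. For *signaling pathways regulating pluripotency of stem cells*, 5 of 9 genes had a median log2FC of −0.25. Every gene followed in these 4 pathways was lower with supplementation, with TMM and without it. The study chose these genes by their *P* in the same libraries, so their shared direction is not independent evidence. Enrichment was not tested here, since fewer than 80% of the genes listed for each pathway could be followed.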

Maternal supplementation of protein and energy influenced various intracellular signaling pathways as indicated by enriched KEGG pathways (e.g., *Hippo signaling pathway*, *TGF-β signaling pathway*, *signaling pathways regulating pluripotency of stems cells*, and *glucagon signaling pathways*) and GO terms (e.g., *negative regulation of Wnt signaling pathway* and *BMP signaling pathway*). Additionally, several GO terms associated with epigenetics were enriched with maternal supplementation of protein and energy such as *histone methyltransferase activity (H3-K36 specific)*, *methylated histone binding* and *chromatin binding*. 

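Of the 18 genes that S3 Table lists for *chromatin binding*, 9 had an Ensembl identifier in S2 Table. All 9 were lower with supplementation in edgeR's fit, with TMM and without it, and 3 had a *P* of 0.05 or less. Their log2FC ranged from −1.34 for *FOS* to −0.10 for *NFATC1*, with a median of −0.17. The 5 genes listed for *methylated histone binding* were not analysed here.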

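Of the 12 genes that S3 Table lists for *muscle organ development*, *skeletal muscle cell differentiation* and *skeletal muscle tissue development*, 8 had an Ensembl identifier in S2 Table. Their log2FC with supplementation ranged from −1.54 for *EGR1* to −0.11 for *CD164* in edgeR's fit, with a median of −0.32. All 8 were lower, with TMM and without it. A *P* of 0.05 or less was reached by 4 of them and a *P* of 0.01 or less by 1.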

Gene enrichment analysis also generated GO terms associated with growth and development (e.g., *post-embryonic development*, *developmental growth*, and *anatomical structure development*) and more specifically with muscle development including *muscle organ development*, *skeletal muscle cell differentiation*, and *skeletal muscle tissue development*.

**Fig 1:**
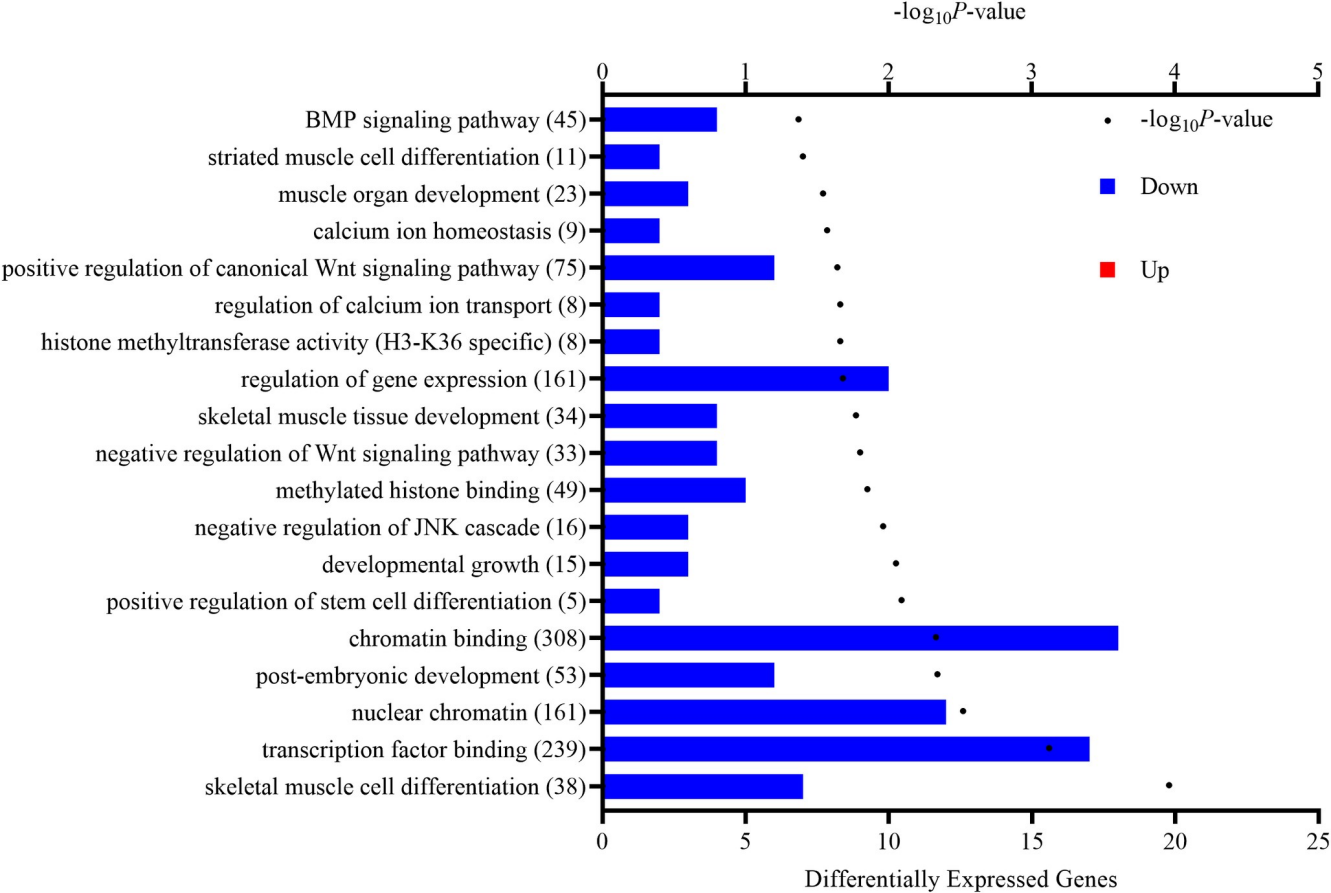
Significantly enriched gene ontology (GO) terms in the *Longissimus dorsi* of early-weaned *Bos indicus*-influenced calves for the effect of maternal supplementation with protein and energy. The number of differentially expressed genes (*P* ≤ 0.025) is reported along the bottom x-axis and is depicted by the bars while the -log_10_*P*-value is reported along the top x-axis and is indicated by the dots. Blue bars indicate downregulated genes while red bars indicate upregulated genes. The number in parentheses is the total number of genes associated with each functional term.

**Table 1:** Significantly enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in the *Longissimus dorsi* muscle of early-weaned *Bos indicus*-influenced calves for the effect of maternal supplementation of protein and energy^1^.

		Differentially expressed genes^2^		
KEGG term	No. DEG	Upregulated	Downregulated	*P*-value
Hippo signaling pathway	12	-	*BMPR1A*, *FZD7*, *BMP2*, *CCN2*, *SMAD4*, *APC*, *TGFBR2*, *STK3*, *FRMD6*, *TEAD1*, *BIRC2*, *SMAD2*	<0.001
ABC transporters	5	-	*ABCD3*, *ABCC9*, *ABCA1*, *ABCA7*, *LOC51533*	0.001
TGF-beta signaling pathway	8	-	*BMPR1A*, *DCN*, *NEO1*, *BMP2*, *SMAD4*, *ACVR2A*, *TGFBR2*, *SMAD2*	0.001
Signaling pathways regulating pluripotency of stem cells	9	-	*BMPR1A*, *FZD7*, *JAK1*, *PCGF5*, *SMAD4*, *ACVR2A*, *APC*, *MYF5*, *SMAD2*	0.003
Ether lipid metabolism	4	*-*	*CHPT1*, *PLPP1*, *ENPP2*, *PAFAH1B1*	0.006
Th17 cell differentiation	7	-	*NFATC1*, *JAK1*, *FOS*, *SMAD4*, *IL1RAP*, *TGFBR2*, *SMAD2*	0.013
Estrogen signaling pathway	7	-	*CALM2*, *FOS*, *CREB1*, *SOS2*, *ESR1*, *NCOA1*, *GNAS*	0.016
Glucagon signaling pathway	7	-	*PFKFB1*, *CALM2*, *PHKB*, *CREB1*, *PPARGC1A*, *PRKAA2*, *GNAS*	0.018
Osteoclast differentiation	7	-	*NFATC1*, *JAK1*, *FOS*, *CREB1*, *ITGB3*, *TAB2*, *TGFBR2*	0.021
Hippo signaling pathway—multiple species	3	-	*STK3*, *FRMD6*, *TEAD1*	0.036

^1^Treatments consisted of: no supplementation (**NOSUP**); supplementation of protein and energy using sugarcane molasses + urea (**MOL**; 7.2 kg of DM/heifer/wk; Westway Feed Products LLC, Clewiston, FL); or MOL fortified with 105 g/heifer/wk of methionine hydroxy analog (**MOLMET**; MFP, Novus International Inc., Romance, AR). Treatments were initiated on d 0 (57 ± 5 d prepartum) and continued until all heifers within a pasture had calved (17 ± 5 d postpartum).

^2^Threshold for differentially expressed genes was set at *P* ≤ 0.025

#### Effects of maternal methionine supplementation

Pre- and postpartum diet fortification with methionine did not lead to any major DEG (FDR ≥ 0.20) in the muscle tissue. Therefore, individual genes were considered at a less stringent threshold (*P* ≤ 0.01) in order to explore the biological impacts of methionine supplementation on the muscle transcriptome of calves. 

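For methionine, 1 of 12325 genes passed an FDR of 0.20 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This gene, ENSBTAG00000054758 (FDR = 0.0320), was read at over 1 CPM in all 4 MOLMET calves of year 1, in 2 NOSUP calves of year 1 and in 0 calves of year 2. The 16 MOLMET libraries held 1879 of its reads and the 14 MOL libraries held 1. The ratio of reads per total count was 1633, with an exact 95% interval for counting error alone of 293 to 64538. The next gene was *FAM189A2* (ENSBTAG00000011173), with 62.0 ± 12.4 CPM (SD, n = 8) in MOL and 93.6 ± 13.1 CPM in MOLMET calves, a log2FC of 0.65 (SE 0.13, FDR = 0.210 by edgeR with Benjamini-Hochberg adjustment). All 8 MOLMET calves lay above the MOL median. *TPST1* (ENSBTAG00000000390) fell from 4.84 ± 1.03 CPM in MOL to 3.39 ± 0.233 CPM in MOLMET calves (log2FC −0.59, SE 0.15). *STMN1* (ENSBTAG00000013761) fell from 13.7 ± 4.20 to 8.27 ± 1.30 CPM (log2FC −0.76, SE 0.19). All 8 MOLMET calves were below the MOL median for both genes, and calf A15 was apart from the other MOLMET calves for *STMN1*, at 5.49 CPM. The fifth gene by *P*, ENSBTAG00000003986, rose from 66.8 ± 9.50 to 89.5 ± 16.6 CPM (log2FC 0.38, SE 0.09). The number at an FDR of 0.20 moved most with DESeq2, which gave 8 genes, and limma-voom gave 2. It was 0 where over 1 CPM was required in every library, a rule that leaves ENSBTAG00000054758 out. It was also 0 in fits that keep this gene, namely each year alone, the d 154 libraries, the 20 calves with both days and a mixed model on log2(CPM + 1).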

Under this approach, 26 genes were differentially expressed in the muscle of calves born to dams on MOLMET vs. MOL treatments. 

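At a *P* of 0.01 or less in edgeR's quasi-likelihood test, 175 of 12325 genes differed between MOLMET and MOL calves, and at a *P* of 0.05 or less 853 genes did. At 0.01, 123 genes are expected by chance. Of 100 groupings of the calves, the true one and random ones, 22 gave as many genes at 0.01, so chance is not excluded. The smallest number at 0.01 among the alternatives set beforehand came from the mixed model on log2(CPM + 1), with 65 genes, and the largest from the test without a filter on low counts, with 310 genes. Of the 65 genes, 44 were among the 175. Of the 26 genes in Tab 2 of S2 Table, 21 were among the genes tested, and 15 of these reached a *P* of 0.01 or less.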

Of the 26 genes, 15 genes were downregulated, and 11 genes were upregulated in MOLMET calves vs. MOL calves (S2 Table).

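Of the 175 genes, 93 were lower and 82 were higher in MOLMET than in MOL calves, which is 53.1% lower. Scaling by library size without TMM gave 145 genes, of which 111 were lower (76.6%). The mixed model on log2(CPM + 1) gave 22 lower and 43 higher genes. The median absolute log2FC of the 175 genes was 0.56. The 21 genes of Tab 2 that were tested had the direction of that tab in edgeR's fit, 13 lower and 8 higher.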

Differentially expressed genes (*P* ≤ 0.05; 218 genes) were used to evaluate functional processes enriched in calves on the MOLMET vs. MOL treatment. Enrichment analysis revealed 8 significant KEGG pathways (Table 2) and 59 significant GO terms (Fig 2). 

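Few genes of the pathways in Table 2 have an Ensembl identifier in S2 Table. Of the 8 genes listed for biosynthesis of amino acids, *ASNS* and *CBS* could be followed. Expression of *ASNS* (ENSBTAG00000003222) was 42.4 ± 46.6 CPM (SD, n = 8 calves) in NOSUP, 54.1 ± 33.1 CPM in MOL and 23.2 ± 46.1 CPM in MOLMET calves, a log2FC of −2.09 between MOLMET and MOL (SE 0.82, FDR = 0.674 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MOLMET calf B187 had 137 CPM, and the mean of the other MOLMET calves was 6.88 CPM. Its high value came from the d 201 library, with 305 CPM, against 4.95 CPM on d 154. The genes listed for one carbon pool by folate were not analysed here.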

Methionine supplementation influenced KEGG pathways associated with amino acid synthesis and metabolism (e.g., *biosynthesis of amino acids*, *glycine*, *serine*, *and threonine metabolism*, and *cysteine and methionine metabolism*) and the one-carbon cycle (e.g., *one-carbon pool by folate*). Significant GO terms were associated with protein synthesis (e.g., *regulation of translation initiation* and *tRNA aminoacylation for protein translation*) as well as transport across the cell membrane (e.g., *amino acid transport*, *transmembrane transporter activity* and *chloride transmembrane transporter*). 

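Of the genes listed in Table 2 and S3 Table for amino acid synthesis and transport and for tRNA aminoacylation, *ASNS*, *CBS*, *SLC7A5* and *SARS1* had an Ensembl identifier in S2 Table, and all were lower in MOLMET than in MOL calves, with TMM and without it. *SARS1* had a log2FC of −1.05 and reached a *P* of 0.01 in edgeR's test. The other genes listed for these processes were not analysed here.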

Interestingly, a greater percentage of DEG involved in these functional processes were downregulated with methionine fortification.

**Fig 2:**
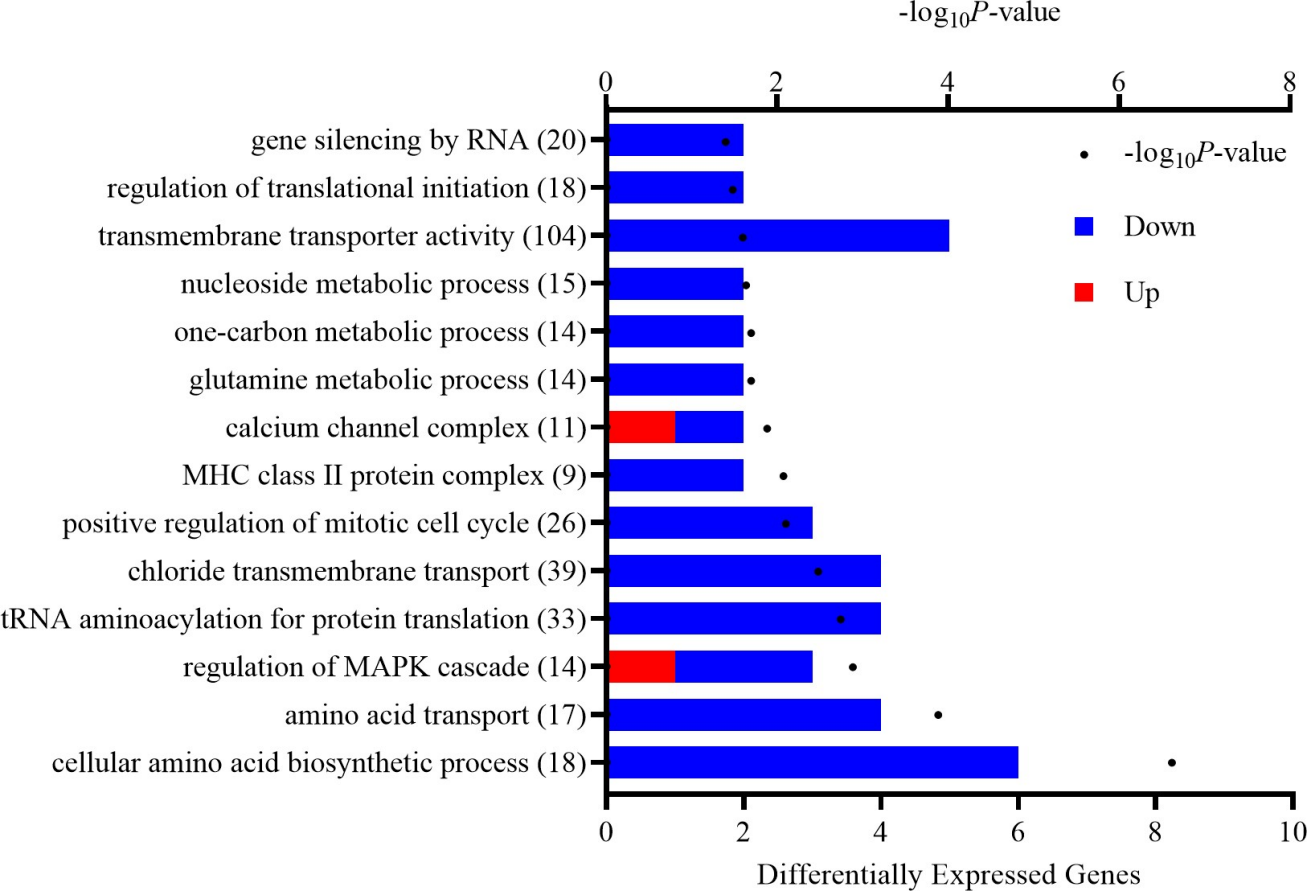
Significantly enriched gene ontology (GO) terms in the *Longissimus dorsi* of early-weaned *Bos indicus*-influenced calves for the effect of maternal supplementation with methionine hydroxy analog. The number of differentially expressed genes (*P* ≤ 0.05) is reported along the bottom x-axis and is depicted by the bars while the -log_10_*P*-value is reported along the top x-axis and is indicated by the dots. Blue bars indicate downregulated genes while red bars indicate upregulated genes. The number in parentheses is the total number of genes associated with each functional term.

**Table 2:** Significantly enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in the *Longissimus dorsi* muscle of early-weaned *Bos indicus*-influenced calves for the effect of maternal supplementation with methionine hydroxy analog^1^.

		Differentially expressed genes^2^		
KEGG term	No. DEG	Upregulated	Downregulated	*P*-value
Biosynthesis of amino acids	8	-	*PYCR1*, *CBS*, *ASNS*, *PSPH*, *ALDOC*, *PSAT1*, *PHGDH*, *PRPS2*	<0.001
Glycine, serine and threonine metabolism	4	-	*CBS*, *PSPH*, *PSAT1*, *PHGDH*	0.001
One carbon pool by folate	3	-	*MTHFD2*, *ALDH1L2*, *MTHFD1L*	0.003
Cysteine and methionine metabolism	4	-	*CBS*, *PSAT1*, *MTAP*, *PHGDH*	0.005
Aminoacyl-tRNA biosynthesis	4	*-*	*CARS1*, *SARS1*, *TARS1*, *GARS1*	0.007
Carbon metabolism	5	*-*	*PSPH*, *ALDOC*, *PSAT1*, *PHGDH*, *PRPS2*	0.026
Steroid biosynthesis	2	*-*	*SOAT1*, *DHCR7*	0.031
Protein digestion and absorption	3	*DPP4*	*ATP1A1*, *SLC3A2*	0.046

^1^Treatments consisted of: no supplementation (**NOSUP**); supplementation of protein and energy using sugarcane molasses + urea (**MOL**; 7.2 kg of DM/heifer/wk; Westway Feed Products LLC, Clewiston, FL); or MOL fortified with 105 g/heifer/wk of methionine hydroxy analog (**MOLMET**; MFP, Novus International Inc., Romance, AR). Treatments were initiated on d 0 (57 ± 5 d prepartum) and continued until all heifers within a pasture had calved (17 ± 5 d postpartum).

^2^Threshold for differentially expressed genes was set at *P* ≤ 0.05

#### Effects of time (pre- vs. post-vaccination)

Muscle transcriptome was highly impacted by the effect of time (pre- vs. post-vaccination) in *Bos indicus*-influenced calves. 

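The smallest *P* for time was that of *CHN1* (ENSBTAG00000008028), at 11.0 ± 4.20 CPM (SD, n = 20 calves) on d 154 and 23.1 ± 6.55 CPM on d 201, a log2FC of 1.12 (SE 0.09, FDR = 4.77e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by *HMGB3* (ENSBTAG00000005150), which rose from 0.652 ± 0.406 to 3.03 ± 1.02 CPM (log2FC 2.34, SE 0.19). *C1QTNF3* (ENSBTAG00000017071) rose from 14.7 ± 7.03 to 36.0 ± 11.6 CPM (log2FC 1.36, SE 0.12), and *SIAH2* (ENSBTAG00000023445) from 20.3 ± 2.92 to 33.1 ± 6.38 CPM (log2FC 0.70, SE 0.06). Each of these genes was higher on d 201 in 20 of 20 calves, as was *NPNT*, which completed the 5 genes with the smallest *P*.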

A total of 2,396 genes were differentially expressed (FDR ≤ 0.05) on d 201 (post-vaccination) compared to d 154 (pre-vaccination) as represented by the volcano plot in Fig 3. 

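At an FDR of 0.05, 3568 of 12325 genes differed between d 201 and d 154 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their median absolute log2FC was 0.39. The 8 calves of year 2 alone gave 387 genes, the largest move among the alternatives, and the 12 calves of year 1 alone gave 3873. With the effect estimated in each year, 3436 of the 3568 genes had the same direction in both years. Adding the mapping rate of the library as a covariate gave 2088 genes, of which 1801 were among the 3568. The mixed model on log2(CPM + 1) gave 3933 genes.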

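Of the 3568 genes at an FDR of 0.05, 1741 were lower and 1827 were higher on d 201, which is 48.8% lower. Scaling by library size without TMM gave 2146 lower and 1176 higher genes, or 64.6% lower. The log2FC of the 3568 genes ranged from −4.36 to 3.52. At an unadjusted *P* of 0.0001 or less, 823 genes passed, 332 of them lower and 491 higher.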

Out of the total DEG post-vaccination, approximately 1,336 genes were downregulated while 1,060 genes were upregulated. The heatmap depicted in Fig 4 represents the difference in gene expression from all calves sampled on d 154 and 201 for genes that had an FDR ≤ 0.05 and a log_2_FC ≥ |1|. 

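With the FDR threshold of 0.05 and an absolute log2FC of 1 or more, 229 genes differed between the days, and 220 of them had the same direction in year 1 and year 2. The number depended on the filter. Without a filter on low counts it was 427, and with over 1 CPM required in every library it was 96.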

When employing a log_2_FC ≥ |1| restriction, 270 genes are reported as differentially expressed on d 201 compared to d 154. Of the 270 genes, 61 were downregulated and 209 were upregulated (S2 Table). 

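Of the 229 genes, 56 were lower and 173 were higher on d 201. Of the 270 genes in Tab 4 of S2 Table, 206 were among the genes tested. All 206 had the direction of that tab, 48 lower and 158 higher, and 205 of them passed the FDR threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.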

Several genes involved in both the innate and adaptive immune system were differentially expressed after vaccination. Downregulated genes involved in immune response included *IFI6*, *IFITM1*, *MST1*, *IGHG1*, and *CCRL2*, whereas genes *NFKB2*, *CCL2*, *IGDCC4* and *CD83* were upregulated. Additionally, two unclassified genes involved in the complement cascade, *LOC107131209* and *LOC781663*, were downregulated after vaccination. 

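*IFI6* (ENSBTAG00000007554) fell from 47.8 ± 47.4 CPM (SD, n = 20 calves) on d 154 to 7.21 ± 3.60 CPM on d 201 and was lower in 20 of 20 calves, with a log2FC of −2.18 (SE 0.31, FDR = 4.01e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *IFITM1* (ENSBTAG00000048470) had a log2FC of −0.98 (SE 0.19) and was lower in 18 of 20 calves. *MST1* (ENSBTAG00000011585) fell from 8.49 ± 8.57 to 3.26 ± 1.07 CPM and was lower in 19 calves (log2FC −1.17). *CCRL2* (ENSBTAG00000006155) fell from 6.51 ± 3.02 to 3.35 ± 1.91 CPM and was lower in 16 calves (log2FC −1.03). *IGHG1* (ENSBTAG00000055240) averaged 0.825 CPM over the 44 libraries and was below the filter. In the fit without a filter, its log2FC was −1.27 (SE 0.40, FDR = 0.0237 by edgeR with the same adjustment), with lower values in 16 of 20 calves. Among the genes that rose, *NFKB2* (ENSBTAG00000006017) went from 31.6 ± 9.88 to 73.2 ± 36.2 CPM (log2FC 1.11, higher in 18 calves). *IGDCC4* (ENSBTAG00000006440) went from 24.4 ± 11.7 to 52.1 ± 14.4 CPM (log2FC 1.18) and was higher in all 20. *CCL2* (ENSBTAG00000037811) and *CD83* (ENSBTAG00000050334) were expressed at 1.13 ± 1.88 and 0.583 ± 0.402 CPM on d 154, and at 3.22 ± 2.30 and 1.48 ± 1.22 CPM on d 201. Each was higher in 17 of 20 calves, with log2FC of 1.76 and 1.28. In the calves of year 2 alone, the log2FC of *CD83* was 0.50, and 5 of 8 calves were higher.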

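*LOC107131209* (ENSBTAG00000006864) fell from 12.1 ± 8.66 CPM (SD, n = 20 calves) on d 154 to 4.89 ± 2.44 CPM on d 201, with a log2FC of −1.18 (SE 0.18, FDR = 6.87e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was lower in 19 calves. *LOC781663* (ENSBTAG00000052577) fell from 6.61 ± 6.59 to 1.82 ± 1.10 CPM, with a log2FC of −1.66 (SE 0.25), and was lower in 18 calves. Table 3 lists 5 genes for complement and coagulation cascades. Of these, 4 were lower on d 201. As a set they were lower by limma's camera with a preset correlation of 0.01 (FDR = 0.00470), and this did not hold in the calves of year 2 alone (FDR = 0.166). The study chose the genes of Table 3 on these libraries, so this set test is not independent evidence.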

Genes encoding for transcription factors were upregulated including, members of the *FOS* family (e.g., *FOS*, *FOSB*, and *FOSL1*), *JUNB*, *IRF7*, and *EGR1*. 

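*FOS* (ENSBTAG00000004322) rose from 91.9 ± 150 CPM (SD, n = 20 calves) on d 154 to 427 ± 434 CPM on d 201, with a log2FC of 2.97 (SE 0.70, FDR = 0.00324 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in 16 of 20 calves. The rise differed between years, with a log2FC of 1.03 in year 1, where 8 of 12 calves were higher, and 5.71 in year 2, where 8 of 8 were higher (FDR of the difference 0.00450 by edgeR). *FOSB* (ENSBTAG00000008182) rose from 4.19 ± 7.12 to 28.2 ± 28.7 CPM (log2FC 3.21, SE 0.72), by 1.45 in year 1 and by 5.82 in year 2 on the log2 scale. *JUNB* (ENSBTAG00000012046) rose from 12.4 ± 6.76 to 56.6 ± 47.1 CPM (log2FC 1.78, SE 0.27) and was higher in 18 calves, with 1.09 in year 1 and 2.82 in year 2. *EGR1* (ENSBTAG00000010069) rose from 21.2 ± 38.2 to 91.9 ± 95.1 CPM (log2FC 2.14, SE 0.39) and was higher in 18 calves. *FOSL1* (ENSBTAG00000006194) averaged 0.666 CPM over the 44 libraries and was below the filter, and in the fit without a filter its log2FC was 1.94 (SE 0.33), with higher values in 19 calves. *IRF7* (ENSBTAG00000047680) fell from 11.4 ± 12.1 to 3.99 ± 1.90 CPM, with a log2FC of −1.09 (SE 0.31, FDR = 0.0119 by edgeR), and was lower in 15 of 20 calves. Its log2FC was −1.63 in year 1 and −0.19 in year 2, where 4 of 8 calves were higher (FDR of the difference 0.185 by edgeR).

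**Figure D1:**
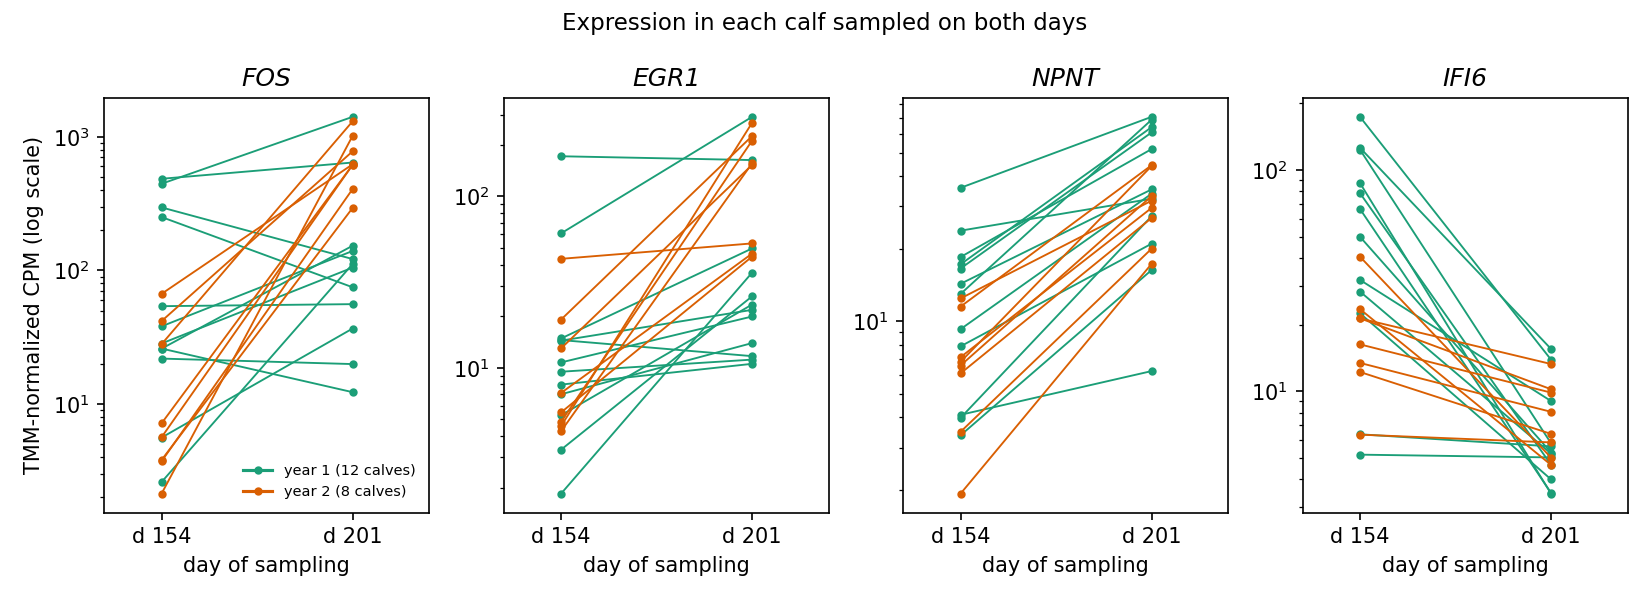
TMM-normalized CPM (log scale) of *FOS*, *EGR1*, *NPNT* and *IFI6* on d 154 and d 201. Each line joins the 2 libraries of a calf, for 12 calves of year 1 and 8 calves of year 2. *NPNT* was higher and *IFI6* was lower on d 201 in all 20 calves, and *FOS* was higher in 16.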

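*CCNA2* (ENSBTAG00000004943) rose from 0.710 ± 0.517 CPM (SD, n = 20 calves) on d 154 to 1.93 ± 0.876 CPM on d 201, with a log2FC of 1.53 (SE 0.29, FDR = 0.000595 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CCND1* (ENSBTAG00000017514) rose from 1.70 ± 1.10 to 5.03 ± 3.79 CPM (log2FC 1.47) and *CCND2* (ENSBTAG00000016649) from 0.678 ± 0.549 to 1.34 ± 0.584 CPM (log2FC 1.07). Each of these was higher in 18 of 20 calves. *CDC20* (ENSBTAG00000009819) averaged 0.841 CPM over the 44 libraries, below the filter, and had a log2FC of 2.35 (SE 0.31) in the fit without a filter, with higher values in 18 calves. *COL1A2* (ENSBTAG00000013472) rose from 84.6 ± 41.8 to 176 ± 84.7 CPM (log2FC 1.07, SE 0.13) and *FN1* (ENSBTAG00000008300) from 23.1 ± 12.3 to 48.0 ± 20.9 CPM (log2FC 1.07, SE 0.15). *FBN3* (ENSBTAG00000000595) rose from 1.29 ± 0.798 to 4.74 ± 1.27 CPM (log2FC 2.05, SE 0.21) and *NPNT* (ENSBTAG00000006686) from 11.2 ± 8.28 to 36.7 ± 18.3 CPM (log2FC 1.85, SE 0.16). *COL1A2*, *FN1*, *FBN3* and *NPNT* were higher in 20 of 20 calves. *COL8A1* (ENSBTAG00000013662) rose from 2.21 ± 1.89 to 4.93 ± 3.95 CPM (log2FC 1.13, SE 0.19) and was higher in 18.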

Genes involved in the regulation of cell cycle division (e.g., *CCNA2*, *CCND1*, *CCND2*, and *CDC20*) as well as formation and organization of the extracellular matrix (e.g., *COL1A2*, *COL8A1*, *FBN3*, *FN1*, and *NPNT*) were upregulated after vaccination. Further, genes associated with energy metabolism were upregulated on d 201 such as *PFKFB3*, *INSIG1*, and *GCGR*.

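*PFKFB3* (ENSBTAG00000008401) rose from 102 ± 127 CPM (SD, n = 20 calves) on d 154 to 527 ± 332 CPM on d 201, with a log2FC of 3.11 (SE 0.46, FDR = 5.09e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was higher in 19 calves. Its log2FC was 2.13 in year 1 and 4.68 in year 2 (FDR of the difference 0.0456 by edgeR). *INSIG1* (ENSBTAG00000001592) rose from 8.50 ± 4.79 to 25.3 ± 11.1 CPM (log2FC 1.64, SE 0.20) and was also higher in 19. *GCGR* (ENSBTAG00000003786) fell from 2.06 ± 1.32 to 0.529 ± 0.319 CPM (log2FC −1.75, SE 0.26) and was lower in 20 of 20 calves.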

**Fig 3:**
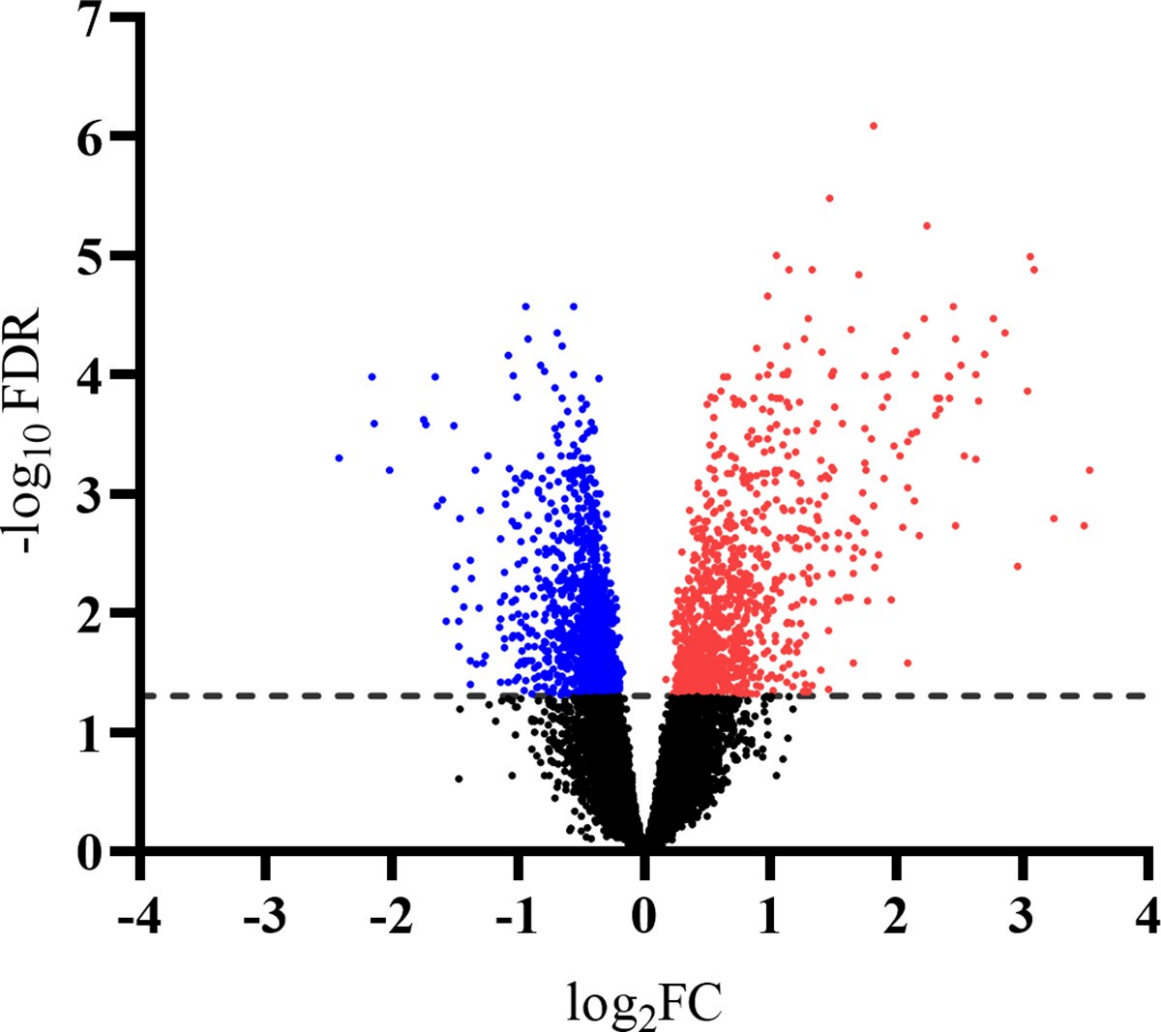
Volcano plot representing the differently expressed genes due to the main effect of time (pre- vs. post-vaccination). A total of 2,396 genes were differently expressed after vaccination (d 201 vs. d 154). The cutoff for DEG was considered at FDR ≤ 0.05, as indicated by the dash line. The y-axis is the -log_10_FDR while the x-axis represents the log_2_FC. Each dot represents a gene. Blue dots indicate downregulated genes, red dots indicate upregulated genes, and black dots indicate non-differentially expressed genes on d 201.

**Fig 4:**
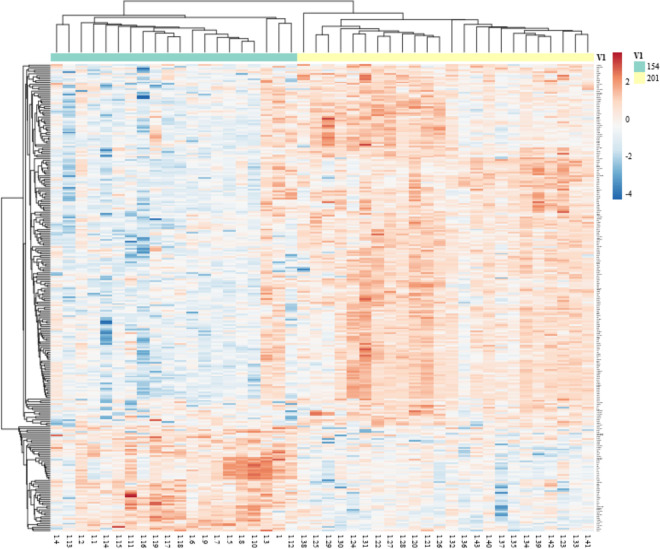
Heatmap of differently expressed genes with a fold change restriction [FDR ≤ 0.05 and a log_2_ fold change (log_2_FC) ≥ |1|] in the longissimus muscle of calves on d 154 and d 201. Each row represents a differentially expressed gene, and each column is an individual calf. Columns under the green bar represent samples collected on d 154 and columns under the yellow bar represent samples collected on d 201. Red indicates upregulated genes and blue represents downregulated genes. Rows and columns are clustered using correlation distance and average linkage.

Differentially expressed genes (*P* ≤ 0.0001; 452 genes) based on the main effect of time (pre- and post- vaccination) generated 7 KEGG pathways (Table 3) and 180 GO terms (Fig 5). 

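The 30 genes that Table 3 lists for the KEGG pathway of the ribosome were all tested and all lower on d 201, with TMM and without it. The lowest log2FC was −0.55 for *RPS19*, the median was −0.39, and all passed an FDR of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. As a set they were lower by limma's camera (FDR = 2.19e-21 with the preset correlation). The study chose these genes by their *P* in the same libraries. Of the 7 KEGG sets of Table 3, 6 passed an FDR of 0.05 under camera and under fry, and 5 did when camera estimated the correlation between the genes of a set. With that estimate, the ribosome set had an FDR of 0.0346. Ribosomal protein genes have near-identical copies elsewhere in a genome, between which the authors' counting could have split reads, so the values of single members are uncertain.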

*Ribosome* was the most significant GO term and KEGG pathway identified by gene-set enrichment analysis and all genes associated with this pathway were downregulated after vaccination. Further, there was an overrepresentation of genes involved in pathways related to cell cycle. A greater percentage of genes associated with cell cycle pathways were upregulated on d 201 compared to d 154. 

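S3 Table lists 43 genes for 18 GO terms of the cell cycle, and 31 of them were among the genes tested. The study chose the genes of S3 Table by their *P* in the same libraries, so their direction and FDR here are not independent evidence. On d 201, 24 were higher and 7 were lower, with TMM and without it. All 31 passed an FDR of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their log2FC ranged from −0.57 for *E2F5* to 3.14 for *KIF20A*, with a median of 0.96. The other genes of the list had a mean of 1 CPM or less.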

There was a significant overrepresentation of genes associated with collagen formation and the extracellular matrix on d 201. 

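For 8 GO terms of the extracellular matrix and collagen, S3 Table lists 27 genes, of which 26 were tested. On d 201, 25 were higher and *PRDX4* was lower (log2FC −0.48), with TMM and without it. The largest rise was that of *FBN3*, and the median log2FC of the 26 genes was 1.07. The 7 genes of Table 3 for ECM-receptor interaction were all higher, from 0.95 for *COL1A1* to 1.85 for *NPNT* (log2FC). As a set, they were higher by limma's camera (FDR = 1.60e-13 with the preset correlation, FDR = 0.00185 with an estimated one), on genes that the study had chosen in these libraries.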

Lastly, both GO and KEGG enrichment analysis reported functional processes associated with energy metabolism, including KEGG pathway *fatty acid degradation* and GO term *fatty acid beta-oxidation using acyl-CoA dehydrogenase*.

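The 4 genes of Table 3 for fatty acid degradation were lower on d 201, with TMM and without it, from −0.58 for *ECI1* to −0.33 for *HADH* (log2FC), and each passed an FDR of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The set was lower by limma's camera (FDR = 6.23e-06), as it was in year 1 alone (FDR = 7.08e-06) and in year 2 alone (FDR = 0.0184). The study chose these 4 genes in the same libraries. The 7 genes for valine, leucine and isoleucine degradation were also all lower, with a median log2FC of −0.48.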

**Fig 5:**
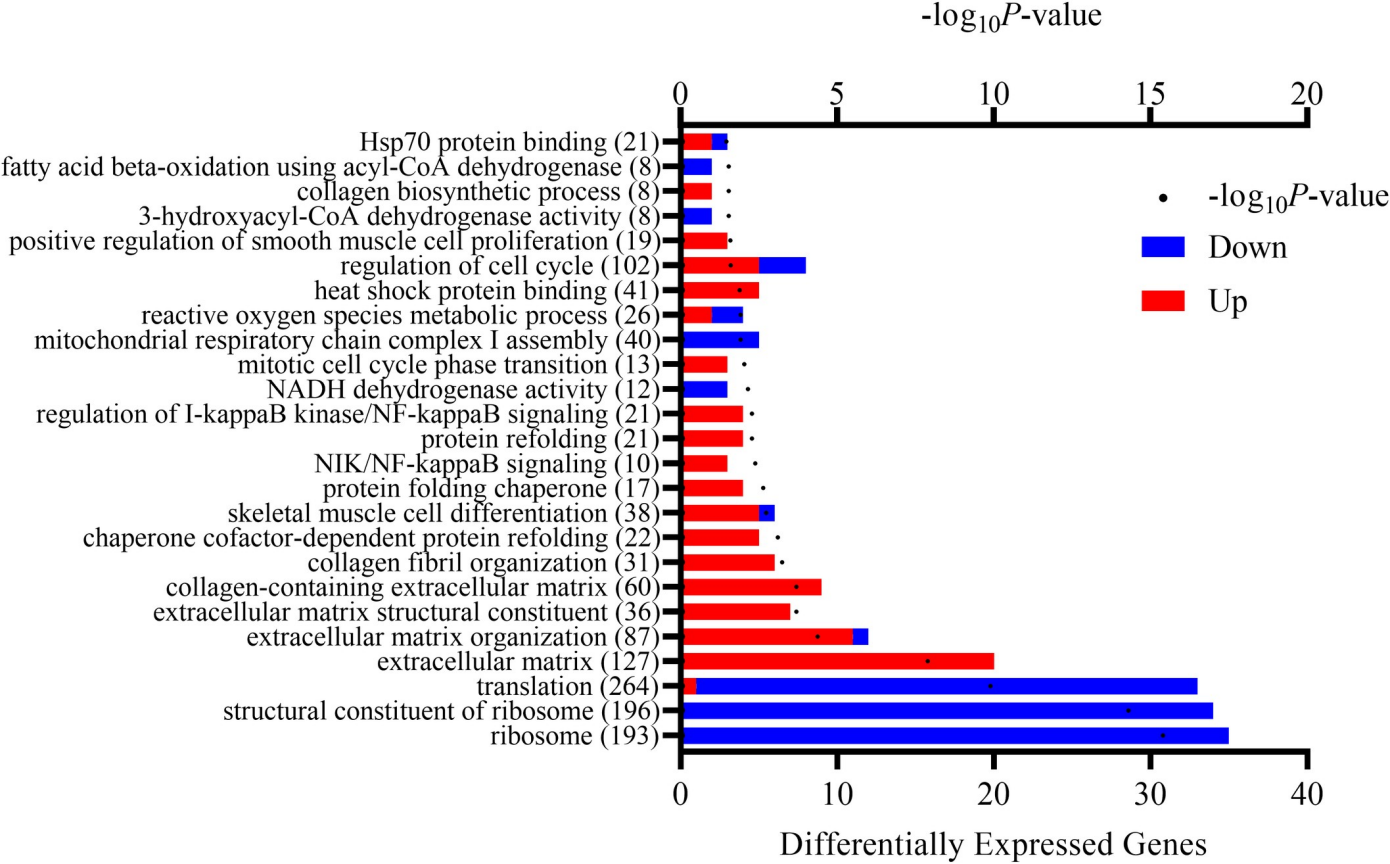
Significantly enriched gene ontology (GO) terms in the *Longissimus dorsi* muscle of early-weaned *Bos indicus*-influenced calves for the main effect of time (pre- vs. post-vaccination). The number of differentially expressed genes (*P* ≤ 0.0001) is reported along the bottom x-axis and depicted by bars while the -log_10_*P*-value is reported along the top x-axis is indicated by dots. Blue bars indicate downregulated genes while red bars indicate upregulated genes. The number in parentheses is the total number of genes associated with each functional term.

**Table 3:** Significantly enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in the *Longissimus dorsi* muscle of early-weaned *Bos indicus*-influenced calves for the effect of time (pre- vs. post- vaccination)^1^.

		Differentially expressed genes^2^		
KEGG term	No. DEG	Upregulated	Downregulated	*P*-value
Ribosome	30	-	*MRPL23*, *RPS12*, *RPL21*, *MRPL10*, *RPL14*, *MRPL21*, *RPS3*, *RPL10*, *UBA52*, *RPS14*, *RPS2*, *RPSA*, *RPS19*, *RPS11*, *RPS8*, *RPL18*, *RPS10*, *RPL18A*, *RPS5*, *MRPL28*, *RPLP0*, *RPS20*, *RPL10A*, *RPS15*, *RPS16*, *RPL28*, *MRPS15*, *RPS25*, *LOC101902561*, *RPS13*	<0.0001
Valine, leucine and isoleucine degradation	7	-	*HADH*, *IVD*, *MCCC1*, *ALDH7A1*, *BCKDHB*, *MMUT*, *HSD17B10*	0.001
ECM-receptor interaction	7	*TNC*, *THBS1*, *NPNT*, *FN1*, *COL1A1*, *COL1A2*, *SDC4*	*-*	0.010
Neuroactive ligand-receptor interaction	8	*LPAR1*, *GRIA3*, *HRH2*	*GCGR*, *VIPR1*, *LPAR6*, *CHRND*, *PTH1R*	0.016
Complement and coagulation cascades	5	*SERPINE1*	*LOC107131209*, *MASP1*, *FGB*, *LOC781663*	0.019
Nitrogen metabolism	2	*CA3*	*CA14*	0.031
Fatty acid degradation	4	-	*HADH*, *ALDH7A1*, *ECI1*, *GCDH*	0.045

^1^Treatments consisted of: no supplementation (**NOSUP**); supplementation of protein and energy using sugarcane molasses + urea (**MOL**; 7.2 kg of DM/heifer/wk; Westway Feed Products LLC, Clewiston, FL); or MOL fortified with 105 g/heifer/wk of methionine hydroxy analog (**MOLMET**; MFP, Novus International Inc., Romance, AR). Treatments were initiated on d 0 (57 ± 5 d prepartum) and continued until all heifers within a pasture had calved (17 ± 5 d postpartum).

^2^Threshold for differentially expressed genes was set at *P* ≤ 0.0001

## Discussion

### Effects of maternal protein and energy supplementation

Overall, we acknowledge that there are limitations with the interpretation of our results considering that a less restrictive threshold was used to investigate the biological impact of maternal supplementation with energy and protein and maternal supplementation with methionine. However, the use of mixed models with orthogonal contrasts to investigate gene expression data is relatively novel. Protein and energy supplementation of heifers coincided with the last trimester of gestation when the fetus is growing at an accelerated rate [36]. Our research group has shown that providing additional protein and energy, in the form of a molasses + urea supplement, during the last trimester of gestation modulated the postnatal growth and physiology of beef calves born to primiparous and multiparous cows [22, 23]. Our results reveal genes in pathways relating to muscle differentiation, intracellular signaling, and epigenetic biology were modified with pre- and postpartum protein and energy supplementation in the *Longissimus dorsi* muscle of beef calves.

Pre- and postpartum supplementation of protein and energy led to an overrepresentation of downregulated genes in association with muscle development, such as *skeletal muscle cell differentiation*, *skeletal muscle cell development*, *muscle organ development* and *striated muscle cell differentiation*. 

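Expression of *MYF5* (ENSBTAG00000026972) was 4.75 ± 1.79 CPM (SD, n = 8 calves) in NOSUP, 3.58 ± 1.44 CPM in MOL and 3.61 ± 1.01 CPM in MOLMET calves. The log2FC for supplementation was −0.37 (SE 0.16, FDR = 0.999 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it did not pass a *P* of 0.01. The difference was smaller than the SD between NOSUP calves, and 11 of 16 supplemented calves were below the NOSUP median. It was −0.65 in the calves of year 1 and −0.02 in those of year 2, and whether the years differ was not tested for treatments. Without the calf in the fit, *MYF5* passed a *P* of 0.01 (log2FC −0.46).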

Further observation into the functional processes associated with muscle development revealed that *MYF5*, a myogenic regulatory factor (**MRF**), was downregulated in calves born to heifers supplemented with molasses compared to calves born to heifers on the NOSUP treatment. Gene *MYF5*, along with other MRF, regulate the differentiation and proliferation of muscle satellite cells [37, 38]. In addition, several genes (e.g., *EGR1*, *SIX1*, *SIX4* and *NR4A1*) encoding for transcription factors involved in the regulation of MRF expression [39–43], were also downregulated with maternal supplementation of protein and energy. 

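*EGR1* had 80.1 ± 63.2 CPM (SD, n = 8 calves) in NOSUP, 56.4 ± 55.4 CPM in MOL and 44.7 ± 40.8 CPM in MOLMET calves, a log2FC of −1.54 for supplementation (SE 0.52, FDR = 0.999 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed a *P* of 0.01, and 11 of 16 supplemented calves were below the NOSUP median. The SD within each treatment exceeded the difference between the means. Its log2FC was −2.39 in the d 154 libraries and −1.11 in those of d 201. In year 1, it was −2.47, and in year 2, it was 0.26. The year 1 value rests on NOSUP calves A1 (172 CPM on d 154 and 163 CPM on d 201) and A11 (60.9 and 291 CPM). The libraries of NOSUP calves A6 and A18 had 5.28 to 23.4 CPM. This is within the 1.84 to 49.7 CPM of the supplemented calves of that year. *NR4A1* (ENSBTAG00000000507) had 423 ± 161, 334 ± 217 and 318 ± 92.6 CPM in NOSUP, MOL and MOLMET calves (log2FC −0.45, SE 0.25), with 11 of 16 below. Its log2FC was −0.91 in year 1 and 0.00 in year 2. *NR4A1* did not have a *P* of 0.05 or less in edgeR's test. *SIX4* was not analysed here.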

In support, Paradis et al. reported greater expression of genes *MYOG* and *MYOD1* in the *Longissimus dorsi* muscle of fetuses when cows were fed a low vs. high energy diet (85% vs. 140% of total metabolizable energy requirements, respectively) from mid- to late gestation, although no differences in phenotype were observed [8]. Further, expression of *MYOG* was increased in the longissimus muscle of fetuses when cows were offered 72% vs. 87% of their total energy requirements from d 85 to 180 of gestation [7]. Collectively, these studies suggest that improving the nutrient status of the dam during mid- to late gestation could negatively impact genes related to muscle development. However, more work is needed to evaluate how the duration and extent of maternal nutrient restriction or excess influences genes related to muscle development.

In the current study, calves born to heifers offered molasses supplementation had greater postweaning body weight gain compared to calves born to heifers on the NOSUP treatment [22]. Hence, it was unexpected to observe that genes associated with muscle differentiation and development were downregulated in the *Longissimus dorsi* muscle of calves born to heifers supplemented molasses vs. calves born to heifers on the NOSUP treatment. Longissimus muscle area and muscle fiber characteristics were not measured during this study; therefore, it is unknown how changes in gene expression influenced the actual longissimus muscle tissue mass. However, previous research reported that calves born to cows that received a protein supplement during the last trimester of gestation had greater weaning and carcass weights, but there was no difference in the longissimus muscle area at time of harvest [2, 4], suggesting that the greater body weight gain of calves born from supplemented cows may be explained by other mechanisms besides differences in muscle tissue growth. Further, genes related to myogenesis can respond differently to maternal nutrition based on muscle tissue type [8]. It is plausible that different muscle tissues responded differently to maternal supplementation of energy and protein, which could have led to an increase in calf post-weaning body weight.

Muscle, adipose, and connective tissue are all derived from mesenchymal stem cells and are considered competitive processes regulated by various signaling pathways [44, 45]. Pathway enrichment analysis revealed an overrepresentation of downregulated DEG involved in Wnt signaling, transforming growth factor (**TGF**)–β signaling and bone morphogenic protein (**BMP**) signaling in calves born to heifers that received energy and protein supplementation vs. NOSUP calves. The expression of each pathway has differing effects on muscle growth and development. In general, activation of the Wnt/β-catenin pathway enhances myogenesis and promotes the expression of MRF while inhibition of the Wnt/β-catenin pathway increases expression of adipogenic factors [46, 47]. On the other hand, activation of TGF-β signaling suppresses muscle growth and promotes the proliferation of fibroblasts [48]. The BMP are a subfamily of the TGF–β superfamily; however, BMP signaling promotes muscle fiber hypertrophy [49]. Previous work in both the bovine and ovine model has shown that the Wnt/β-catenin and TGF- β signaling pathways are susceptible to changes when modifications are made to the maternal diet during gestation. In fact, maternal overnutrition during gestation downregulates Wnt/β-catenin signaling and increases the expression of genes associated with adipogenesis and fibrogenesis in the fetus [50, 51]. Whereas, maternal obesity in pregnant ewes activated the TGF-β pathway and increased collagen formation in the semitendinosus muscle of fetuses [52]. In the present study, heifers were not considered obese prior to calving, however, this study suggests that even subtle increases in the nutrient status of heifers during gestation can have long-lasting effects on signaling pathways that influence muscle development. Moreover, all DEG related to WNT, TGF-β, and BMP signaling were downregulated, potentially indicating a downregulation in myogenesis and an increase in adipocyte differentiation. However, muscle phenotype (i.e., muscle mass and adipocyte population) was not investigated in the present study and further work is warranted to determine how genes modified in the current study affected muscle and adipose development.

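For *negative regulation of Wnt signaling pathway*, S3 Table lists 4 genes, of which *DKK2* and *APC* could be followed. Both were lower with supplementation, and *DKK2* reached a *P* of 0.01 in edgeR's test. For 8 GO terms of BMP and SMAD signaling, 5 of 7 listed genes could be followed. All 5 were lower, with TMM and without it, with a median log2FC of −0.25, and 4 had a *P* of 0.05 or less. Among these 4 were *EGR1* (−1.54) and *FOS* (−1.34), immediate early genes that could also rise with handling. *BMPR1A* had −0.25, *NEO1* −0.21 and *SMAD2* −0.10. From lower expression of genes of WNT, TGF-β and BMP signaling, the paper proposes that myogenesis was potentially reduced and adipocyte differentiation increased. It adds that muscle phenotype was not studied. *DKK2* and *APC* are listed for negative regulation of the Wnt pathway, so their lower expression does not by itself show less Wnt signaling.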

It has been established that alterations to the mothers’ diet during the last trimester of gestation can cause alterations in gene expression [9, 53]. In the present study, there was a significant downregulation of DEG in the muscle tissue of calves born to heifers that received molasses compared to calves on the NOSUP treatment. Pathway enrichment analysis revealed a downregulation of DEG in functional terms related to gene transcription, such as *positive regulation of transcription*, *DNA- binding transcription factor activity*, and *RNA polymerase II proximal promoter sequence-specific DNA binding*. One potential mechanism to explain how maternal environment modulates gene expression is through epigenetic modifications, including DNA methylation, histone and chromatin modifications, and regulation of non-coding RNA [54]. Interestingly, we identified individual genes and pathways closely related to DNA methylation, chromatin remodeling, and histone methylation that were influenced by molasses supplementation.

Pathway enrichment analysis identified functional terms related to chromatin biology (*chromatin*, *chromatin binding*). 

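*PHF21A* (ENSBTAG00000009611) had 11.8 ± 1.10 CPM (SD, n = 8 calves) in NOSUP, 9.90 ± 1.000 CPM in MOL and 10.2 ± 1.43 CPM in MOLMET calves. Its log2FC for supplementation was −0.20 (SE 0.08, FDR = 0.999 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 15 of 16 supplemented calves were below the NOSUP median. It did not pass a *P* of 0.01 in this test and did so without TMM (log2FC −0.28), with limma-voom (log2FC −0.22), without the calf (log2FC −0.21) and in the mixed model on log2(CPM + 1). *ADNP* and *ASXL2* were not analysed here.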

Within the *chromatin binding* pathway there were several downregulated genes of interest, including: (1) *ANDP*, which interacts with members of the chromatin remodeling complex [55], (2) *PHF21A*, a gene involved in regulating histone methylation [56], and (3) *ASXL2*, which facilitates the binding of the Polycomb Repressive Complex 2 to the promoter region and subsequently represses gene expression [57]. Further, histone methylation (*histone methyltransferase activity* [*H3-K36 specific*] and *methylated histone binding*) was another process altered in calves born to heifers offered molasses supplementation vs. NOSUP. In particular, methylation of histone H3K36 plays a role in the activation of gene body transcription [58]. Genes *ASH1L* and *NSD1* were downregulated within the *histone methyltransferase activity* [*H3-K36 specific*] pathway and encode for methyltransferases specific for mono- and di-methylation of histone H3K36 [59]. While histone modifications were not measured in the present study, several changes in genes related to epigenetic biology provide evidence that maternal nutrition impacts genes involved in histone and chromatin modifications which can have long-term implications on offspring gene expression.

Further, methylation of DNA is largely dependent on the availability of methyl donors and is therefore influenced by maternal nutrition. Lan et al. reported differences in methylation in the fetus of ewes offered different isoenergetic diets during the last trimester of gestation [60]. They found that fetuses from ewes offered alfalfa haylage and dried distillers grains had increased methylation compared to fetuses from ewes offered corn, which they attributed to a greater amino acid intake [60]. Generally, when DNA methylation occurs in the promoter region it leads to the silencing of genes [61], which would explain the significant downregulation of genes observed with molasses supplementation. However, when we further investigate genes associated with pathways involved in gene transcription, we observed that *DNMT3a* was downregulated in calves born to heifers that received molasses supplementation vs. NOSUP calves. Gene *DNMT3a* encodes for DNA methyltransferase 3a, which is one enzyme responsible for de novo DNA methylation [62]. In the present study, DNA methylation was not measured, thus it is unknown how a reduction in *DNMT3a* affected methylation in the muscle tissue of calves.

### Effects of methionine fortification of supplements

The most significant pathways enriched in the muscle of calves born to heifers on the MOLMET treatment compared to calves born to heifers on the MOL treatment were composed of genes related to amino acid transport, synthesis, and metabolism. Within the functional term *amino acid transport*, two downregulated genes, *SLC7A5* and *SLC3A2*, encode for proteins that form a transmembrane complex responsible for the delivery of large neutral amino acids (namely, histidine, methionine, leucine, isoleucine, valine, phenylalanine, tyrosine, tryptophan, and glycine). In addition, *SLC7A1* was also downregulated in calves on the MOLMET treatment compared to the calves on the MOL treatment. 

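*SLC7A5* (ENSBTAG00000006731) had 1.72 ± 1.84 CPM (SD, n = 8 calves) in NOSUP, 2.30 ± 1.52 CPM in MOL and 0.855 ± 0.734 CPM in MOLMET calves. Its log2FC for MOLMET against MOL was −1.64 (SE 0.55, FDR = 0.655 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 7 of 8 MOLMET calves were below the MOL median. The calf above it, B187, had 2.65 CPM, and the mean of the other MOLMET calves was 0.599 CPM. In NOSUP, calf A1 had 6.05 CPM, and the mean of the others was 1.10 CPM. The log2FC was −2.41 in the d 154 libraries and −0.67 in the d 201 libraries, where it did not pass a *P* of 0.05. On d 201, the mean was 2.01 CPM in MOL and 1.32 CPM in MOLMET libraries, and 0.769 CPM in the latter without B187. On d 154, the mean was 2.60 CPM in MOL and 0.476 CPM in MOLMET libraries, and 1.47 CPM in the former without calf B10. The difference between the days therefore rests mostly on these 2 libraries. *SLC3A2* was not analysed here.

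**Figure D2:**
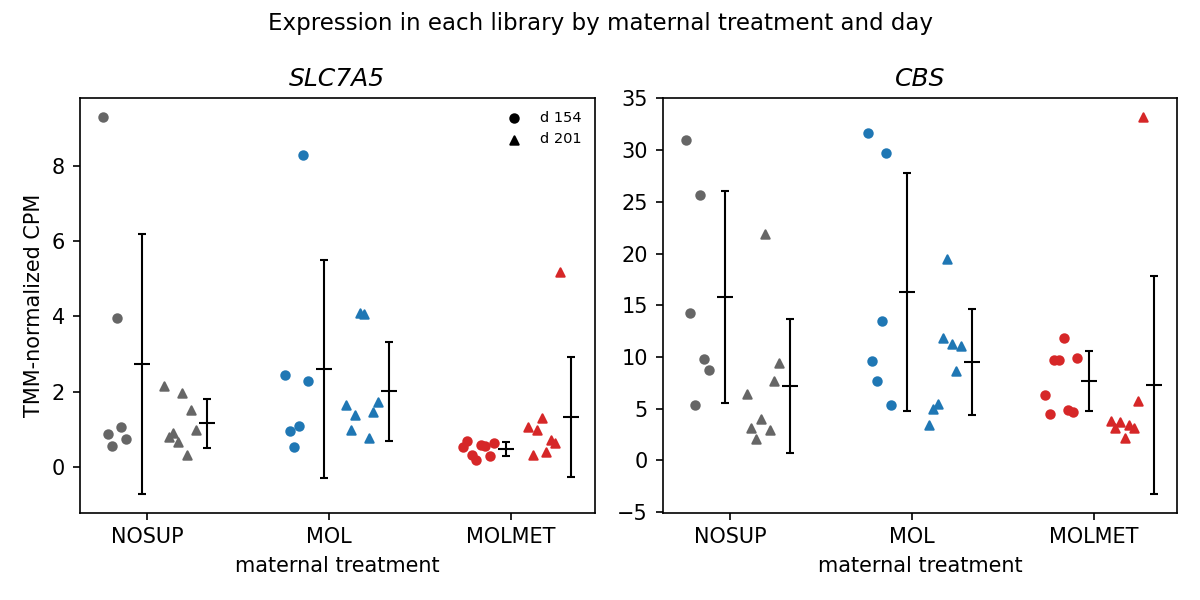
TMM-normalized CPM of *SLC7A5* and *CBS* in each library, by maternal treatment and day of sampling. Circles are d 154 libraries, triangles are d 201 libraries, and the bars are the mean ± SD of each group. The highest MOLMET values, 5.18 CPM for *SLC7A5* and 33.2 CPM for *CBS*, are both from the d 201 library of calf B187.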

Gene *SLC7A1* encodes for a transmembrane protein that mediates the transport of cationic amino acids (arginine, lysine, and histidine). In general, amino acid transporters facilitate the transport of amino acids, but they also act as intra- and extracellular amino acid sensors, thus playing an active role in the regulation of amino acid metabolism in the muscle cell [63]. For instance, expression of the SLC7A5 transporter in the skeletal muscle of rats influences the mammalian target of rapamycin (mTOR) signaling pathway [64], which is critical for the initiation of protein synthesis and muscle hypertrophy. Thus, the downregulation of genes involved in amino acid transport could have influenced downstream processes that require amino acids.

Synthesis and metabolism of amino acids were biological processes (e.g., *biosynthesis of amino acids*, *glycine*, *serine*, *and threonine metabolism*, *cysteine and methionine metabolism*, and *glutamine metabolic process*) modified in the muscle tissue of calves born to heifers on the MOLMET treatment compared to calves born to heifers on the MOL treatment. Among these processes, there were four genes, *PSPH*, *PSAT1*, *PHGDH*, and *CBS*, that were consistently downregulated in calves on the MOLMET treatment vs. the MOL treatment. 

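*CBS* (ENSBTAG00000000160) had 10.4 ± 5.76 CPM (SD, n = 8 calves) in NOSUP, 12.7 ± 5.21 CPM in MOL and 7.32 ± 5.36 CPM in MOLMET calves, so that MOLMET and MOL differed by about as much as calves of the same treatment did. The log2FC was −0.95 (SE 0.39, FDR = 0.674 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 7 of 8 MOLMET calves were below the MOL median. MOLMET calf B187 had 20.2 CPM, and the mean of the others was 5.48 CPM. *CBS* did not pass a *P* of 0.01 in edgeR's test and did so with limma-voom (log2FC −0.92) and with the mapping rate as a covariate (log2FC −1.06). *PSPH*, *PSAT1* and *PHGDH* were not analysed here. From the lower expression of transporter genes, the paper proposes that processes requiring amino acids were affected.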

Genes *PSPH*, *PSAT1*, and *PHGDH* encode enzymes responsible for the production of the nonessential amino acid serine from 3-P-glycerate [65]. While *CBS* encodes for the enzyme, cystathionine β-synthase, which converts homocysteine, an intermediate in the methionine cycle, and serine to cystathionine in the first step of the transsulfuration pathway [66]. The downregulation of *CBS* in the current study could indicate a reduction in the transsulfuration pathway, which would suggest an increase in the remethylation of methionine [66]. In contrast, maternal supply of methionine (offered at 0.09% of the diet DM) during the last trimester of gestation increased expression of *CBS* along with metabolites found in the transsulfuration pathway in the liver of dairy calves [18]. It is possible that breed impacted the differences in gene expression observed between the two studies. However, discrepancies between the two studies could also suggest that maternal supplementation with methionine during the last trimester of gestation affects the metabolism of amino acids differently based on tissue type.

This study revealed several functional terms related to protein synthesis, such as *regulation of translational initiation* and *tRNA aminoacylation for protein translation*. Of further importance, all DEG corresponding to protein synthesis were downregulated in calves on the MOLMET treatment compared to calves on the MOL treatment. Body weight gain is positively correlated to protein deposition, which is achieved when protein synthesis occurs at a greater rate than protein degradation [67]. Therefore, a reduction in genes related to protein synthesis in calves on the MOLMET vs. MOL could have impacted postnatal growth. Utilizing calves from the current study, our research group reported that post-weaning body weight gain did not differ between calves born to heifers that received or not methionine supplementation [22]. In support, maternal supplementation of methionine during the last trimester of gestation in multiparous beef cows did not affect calf body weight gain [21, 23]. It remains possible that a reduction in the expression of genes related to protein synthesis in the muscle of MOLMET vs. MOL calves could partially explain why maternal supplementation with methionine did not further enhance postnatal body weight gain. However, additional mechanisms were likely involved because, as we discussed previously, maternal gestational supplementation of protein and energy downregulated genes associated with myogenesis, but simultaneously enhanced calf postnatal growth performance compared to calves born from non-supplemented heifers.

The one carbon cycle is regulated through the availability of methyl donors in the diet, such as methionine. Hence, it was not surprising that calves born to heifers on the MOLMET treatment had an overrepresentation of DEG involved in one-carbon metabolism. Interestingly, all genes (*MTHFD2*, *ALDH1L2*, and *MTHFD1L*) were downregulated in calves on the MOLMET treatment and encode for enzymes in the mitochondrial folate pathway [68–70]. The mitochondrial folate pathway produces formate, which is used by the cytosolic folate pathway in the regeneration of 10-formyl tetrahydrofolate [71]. The folate cycle is required for several metabolic processes in the body including the synthesis of purines and pyrimidines and the regeneration of methionine. Interestingly, the functional term *nucleoside metabolic process* was enriched in calves on the MOLMET vs. MOL treatments and all DEG were downregulated.

### Effects of time (pre- vs. post-vaccination)

Genes and pathways connected to energy metabolism were influenced by vaccination. There was an overrepresentation of downregulated genes related to processes involved in fatty acid metabolism, such as *fatty acid degradation* and *fatty acid beta-oxidation using acyl-CoA biosynthetic process*. 

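S3 Table lists *IVD* and *GCDH* for fatty acid beta-oxidation using acyl-CoA dehydrogenase. Both were lower on d 201, with a log2FC of −0.67 and −0.52, and passed an FDR of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.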

Individual genes regulating glucose homeostasis (e.g., *PFKFB3* and *GCGR*) were also upregulated on d 201. *PFKFB3* encodes for a gene that stimulates the synthesis of fructose-6,2-bisphosphosphate and promotes glycolysis [72]. *PFKFB3* has further been identified as a target for PPARy, a protein responsible for the initiation of adipocyte differentiation [73]. Additionally, *INSIG1*, a gene involved in energy metabolism, was upregulated on d 201 vs. d 154. Gene *INSIG1* is a target of PPARy and is associated with adipogenesis in the muscle tissue of early weaned calves [74].

In the present study, there was an upregulation of genes related to the extracellular matrix, collagen formation, and cell cycle regulation in the muscle of calves after vaccination. Guo et al. identified gene-sets involved in the cell cycle process and extracellular matrix to be co-expressed in muscle tissue and positively correlated to average daily gain in Brahman steers [75]. Using known cell marker types, authors proposed that the functional processes of cell cycle and extracellular matrix were derived predominately from fibroblasts during postnatal muscle development [75]. Collectively our results suggest that there was an increase in genes related to adipogenesis and fibrogenesis in the *longissimus dorsi* muscle after vaccination. It is important to note that muscle biopsies were collected from the same area of the *longissimus dorsi* on d 154 and 201; thus, the upregulation of genes related to fibrogenesis could be partially due to changes in the muscle tissue following the first muscle biopsy.

Ribosome structure and translation were among the top functional processes enriched on d 201 vs. d 154. Within those pathways, most DEG were downregulated, possibly indicating a reduction in protein synthesis in muscle tissue on d 201. 

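Of the 35 genes that S3 Table lists for the GO term of the ribosome, 34 were tested and all 34 were lower on d 201, with TMM and without it. The lowest log2FC was −0.64 for *LOC524507*, and the median was −0.40. From the lower expression of such genes, the paper proposes that protein synthesis in muscle was reduced on d 201.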

Calves did exhibit positive body weight gain from d 154 to d 201, however, average daily gain of calves observed in the present study was reduced compared to earlier studies conducted by our research group where calves were early-weaned and offered a high-concentrate diet [76, 77]. Unlike the present study, calves from earlier studies were not subjected to a vaccination challenge. Vaccination stimulates an acute phase protein response which is a component of the innate immune system [78]. Thus, it is plausible that the reduction in genes related to protein synthesis in the muscle tissue of calves on d 201 is due to the repartitioning of nutrients towards the immune system and away from growth [25]. This is further supported by the fact that time of sample collection had a significant influence on the expression of individual genes related to both the innate and adaptive immune response. 

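S3 Table lists 7 genes for GO terms of NF-κB. All 7 were tested and higher on d 201, with TMM and without it, with log2FC from 0.50 for *SQSTM1* to 1.38 for *TRAF3* and a median of 1.11. All passed an FDR of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.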

Further, there as an overrepresentation on d 201 of upregulated genes related to the NF-κB signaling pathway, which is also a component of the inflammatory response.

## Conclusions

In conclusion, this study revealed that maternal pre- and postpartum supplementation of energy and protein, with or without methionine fortification, altered the muscle transcriptome of *Bos indicus*-influenced beef calves. Maternal supplementation of energy and protein impacted genes involved in biological processes related to muscle development, intracellular signaling pathways, and epigenetic modifications. Maternal supplementation with methionine downregulated gene-sets involved in the transport, synthesis, and metabolism of amino acids as well as the one-carbon cycle. Vaccination had a significant impact on the longissimus muscle transcriptome of beef calves and influenced genes associated with ribosome structure, translation, extracellular matrix, collagen formation, and immune function. This study revealed genes and pathways in the muscle tissue of offspring influenced by maternal nutrition and vaccination. Further research is needed to understand how these modifications might translate into phenotypic changes in the offspring.

## Supporting information

S1 Table Mapping summary. (XLSX) Click here for additional data file.

S2 Table List of differentially expressed genes. Significant genes for the effect of maternal supplementation with protein and energy vs. NOSUP (*P* ≤ 0.01; Tab 1), maternal supplementation with methionine hydroxy analog vs. MOL (*P* ≤ 0.01; Tab 2) and time (d 201 vs. d 154; FDR ≤ 0.05; Tab 3) in the *longissimus dorsi* muscle of early-weaned *Bos indicus*-influenced calves. An additional table is available that lists differentially expressed genes on d 201 vs. d 154 when a restriction on fold change is employed (Tab 4; FDR ≤ 0.05; log_2_ fold change (log_2_FC) ≥ |1|).
(XLSX) Click here for additional data file.

S3 Table List of Gene Ontology (GO) terms significantly enriched with differentially expressed genes. Significant GO terms with the up and downregulated genes enriched in each term for the effect of maternal supplementation with protein and energy (*P* ≤ 0.025), maternal supplementation with methionine (*P* ≤ 0.05) and time (FDR ≤ 0.0001) in the *longissimus dorsi* muscle of early-weaned *Bos indicus*-influenced calves.
(XLSX) Click here for additional data file.

## References

[1] NASEM (National Acadamies od Sciences, Engineering, and Medicine). Nutrient Requirements of beef cattle. 2016. 8th ed. Animal Nutrition Series. Washington (DC): The National Academies Press.

[2] StalkerLA, CiminskiLA, AdamsDC, KlopfensteinTJ, ClarkRT. Effects of weaning date and prepartum protein supplementation on cow performance and calf growth. Rangeland Ecol Manage. 2007;60:578–587. doi: 10.2111/06-082R1.1

[3] StalkerLA, AdamsDC, KlopfensteinTJ, FeuzDM, FunstonRN. Effects of pre-and postpartum nutrition on reproduction in spring calving cows and calf feedlot performance. J Anim Sci. 2006;84:2582–2589. doi: 10.2527/jas.2005-640 16908664PMC7109832

[4] LarsonDM, MartinJL, AdamsDC, FunstonRN. Winter grazing system and supplementation during late gestation influence performance of beef cows and steer progeny. J Anim Sci. 2009;87:1147–1155. doi: 10.2527/jas.2008-1323 18997078PMC7110207

[5] WegnerJ, AlbrechtE, FiedlerI, TeuscherF, PapsteinHJ, EnderK. Growth- and breed-related changes of muscle fiber characteristics in cattle. J Anim Sci. 2000;78:1485–1496. doi: 10.2527/2000.7861485x 10875630

[6] DuM, TongJ, ZhaoJ, UnderwoodKR, ZhuM, FordSP, et al. Fetal programming of skeletal muscle development in ruminant animals. J Anim Sci. 2010;88(E. Suppl.):E51–E60. doi: 10.2527/jas.2009-2311 19717774

[7] JenningsTD, GondaMG, UnderwoodKR, Wertz-LutzAE, BlairAD. The influence of maternal nutrition on expression of genes responsible for adipogenesis and myogenesis in the bovine fetus. Animal. 2016;10:1697–1705. doi: 10.1017/S1751731116000665 27121146

[8] ParadisF, WoodKM, SwansonKC, MillerSP, McBrideBW, FitzsimmonsC. Maternal nutrient restriction in mid-to-late gestation influences fetal mRNA expression in muscle tissues in beef cattle. BMC Genomics. 2017;18:632. doi: 10.1186/s12864-017-4051-5 28821223PMC5562975

[9] SanglardLP, NascimentoM, MorielP, SommerJ, AshwellM, PooreMH, et al. Impact of energy restriction during late gestation on the muscle and blood transcriptome of beef calves after preconditioning. BMC Genomics. 2018;19:702. doi: 10.1186/s12864-018-5089-8 30253751PMC6156876

[10] WatermanRC, LöestCA, BryantWD, PetersenMK. Supplemental methionine and urea for gestating beef cows consuming low quality forage diets. J Anim Sci. 2007;85:731–736. doi: 10.2527/jas.2006-425 17060412

[11] WatermanRC, UjazdowskiVL, PetersenMK. Effects of rumen-protected methionine on plasma amino acid concentrations during a period of weight loss for late gestating beef heifers. Amino Acids. 2012;43:2165–77. doi: 10.1007/s00726-012-1301-3 22555648

[12] BachA, ArisA, GuaschI. Consequences of supplying methyl donors during pregnancy on the methylome of the offspring from lactating and non-lactating dairy cattle. PLoS ONE. 2017;12:e0189581. doi: 10.1371/journal.pone.0189581 29228040PMC5724855

[13] LiuL, AmorínR, MorielP, DilorenzoN, LancasterPA, PeñagaricanoF. Differential network analysis of bovine muscle reveals changes in gene coexpression patterns in response to changes in maternal nutrition. BMC Genomics. 2020;21:684. doi: 10.1186/s12864-020-07068-x 33008289PMC7531131

[14] HoffmanDR, MarionDW, CornatzerWE, DuerreJA. S-adenosylmethionine and S-adenosylhomocysteine metabolism in isolated rat liver. Effects of L-methionine, L-homocysteine, and adenosine. J Biol Chem. 1980;255:10822–10827. doi: 10.1016/s0021-9258(19)70381-0 7430157

[15] MatoJM, AlvarezL, OrtizP, PajaresMA. S-Adenosylmethionine synthesis: Molecular mechanisms and clinical implications. 1997;73:265–280. doi: 10.1016/s0163-7258(96)00197-0.9175157

[16] MentchSJ, MehrmohamadiM, HuangL, LiuX, GuptaD, MattocksD, et al. Histone methylation dynamics and gene regulation occur through the sensing of one-carbon metabolism. Cell Metab. 2015;22:861–873. doi: 10.1016/j.cmet.2015.08.024 26411344PMC4635069

[17] JacometoCB, ZhouZ, LuchiniD, CorrêaMN, LoorJJ. Maternal supplementation with rumen-protected methionine increases prepartal plasma methionine concentration and alters hepatic mRNA abundance of 1-carbon, methionine, and transsulfuration pathways in neonatal Holstein calves. J Dairy Sci. 2017;100:3209–3219. doi: 10.3168/jds.2016-11656 28161170

[18] AlharthiAS, ColemanDN, LiangY, BatistelF, ElolimyAA, YambaoRC, et al. Hepatic 1-carbon metabolism enzyme activity, intermediate metabolites and growth in neonatal Holstein dairy calves are altered by maternal supply of methionine during late pregnancy. J Dairy Sci. 2019;102:10291–10303. doi: 10.3168/jds.2019-16562 31477291

[19] BatistelF, AlharthiAS, YambaoRRC, ElolimyAA, PanYX, ParysC, et al. Methionine supply during late-gestation triggers offspring sex-specific divergent changes in metabolic and epigenetic signatures in bovine placenta. J Nutr. 2019;149:6–17. doi: 10.1093/jn/nxy240 30608595

[20] AlharthiAS, BatistelF, AbdelmegeidMK, LascanoG, ParysC, HelmbrechtA, et al. Maternal supply of methionine during late-pregnancy enhances rate of Holstein calf development in utero and postnatal growth to a greater extent than colostrum source. J Anim Sci Biotechnol. 2018;9:83. doi: 10.1186/s40104-018-0298-1 30498570PMC6251175

[21] ClementsAR, IrelandFA, FreitasT, TuckerH, ShikeDW. Effects of supplementing methionine hydroxy analog on beef cow performance, milk production, reproduction, and preweaning calf performance. J Anim Sci. 2017;95:5597–5605. doi: 10.2527/jas2017.1828 29293801PMC6292334

[22] MorielP, VedovattoM, PalmerEA, OliveiraRA, SilvaHM, RanchesJ, et al. Maternal supplementation of energy and protein, but not methionine hydroxy analogue, enhanced postnatal growth and response to vaccination in Bos indicus-influenced beef offspring. J Anim Sci. 2020;98. doi: 10.1093/jas/skaa123 32309862PMC7228674

[23] PalmerEA, VedovattoM, OliveiraRA, GouveaV, SilvaHM, VendraminiJMB, et al. Maternal supplement type and methionine hydroxy analogue fortification effects on performance of BOS indicus-influenced beef cows and their offspring. Livest Sci. 2020;240:104176. doi: 10.1016/j.livsci.2020.104176

[24] SilvaGM, ChalkCD, RanchesJ, SchulmeisterTM, HenryDD, DiLorenzoN, et al. Effect of rumen-protected methionine supplementation to beef cows during the periconception period on performance of cows, calves, and subsequent offspring. Animal. 2021;15:100055. doi: 10.1016/j.animal.2020.100055 33516019

[25] ElsasserTH, CapernaTJ, LiCJ, KahlS, SartinJL. Critical control points in the impact of the proinflammatory immune response on growth and metabolism. J Anim Sci. 2008;86(E. Suppl.):E105–E125. doi: 10.2527/jas.2007-0634 18344314

[26] ColemanDN, LopreiatoV, AlharthiA, LoorJJ. Amino acids and the regulation of oxidative stress and immune function in dairy cattle. J Anim Sci. 2020;98:S175–93. doi: 10.1093/jas/skaa138 32810243PMC7433927

[27] AlharthiAS, LopreiatoV, DaiH, BucktroutR, AbdelmegeidM, BatistelF, et al. Short communication: Supply of methionine during late pregnancy enhances whole-blood innate immune response of Holstein calves partly through changes in mRNA abundance in polymorphonuclear leukocytes. J Dairy Sci. 2019;102:10599–605. doi: 10.3168/jds.2018-15676 31447163

[28] ArtioliLFA, MorielP, PooreMH, MarquesRS, CookeRF. Decreasing the frequency of energy supplementation from daily to three times weekly impairs growth and humoral immune response of preconditioning beef steers. J Anim Sci. 2015;93:5430–5441. doi: 10.2527/jas.2015-9457 26641062

[29] MorielP, PiccoloMB, ArtioliLFA, MarquesRS, PooreMH, CookeRF. Short-term energy restriction during late gestation of beef cows decreases postweaning calf humoral immune response to vaccination. J Anim Sci. 2016;94:2542–2552. doi: 10.2527/jas.2016-0426 27285930

[30] SilvaGM, PooreMH, RanchesJ, MorielP. Effects of timing of vaccination relative to weaning and post-weaning frequency of energy supplementation on growth and immunity of beef calves. J Anim Sci. 2018;96:318–330. doi: 10.1093/jas/skx021 29378006PMC6140980

[31] KimD, LangmeadB, SalzbergSL. HISAT: A fast spliced aligner with low memory requirements. Nat Methods. 2015;12:357–360. doi: 10.1038/nmeth.3317 25751142PMC4655817

[32] AndersS, PylPT, HuberW. HTSeq-A Python framework to work with high-throughput sequencing data. Bioinformatics. 2015;31:166–169. doi: 10.1093/bioinformatics/btu638 25260700PMC4287950

[33] RobinsonMD, McCarthyDJ, SmythGK. edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2009;26:139–140. doi: 10.1093/bioinformatics/btp616 19910308PMC2796818

[34] BenjaminiY, HochbergY. Controlling the False Discovery Rate: A practical and powerful approach to multiple testing. J R Statist Soc. 1995;57:289–300. doi: 10.1111/j.2517-6161.1995.tb02031.x

[35] MetsaluT, ViloJ. ClustVis: A web tool for visualizing clustering of multivariate data using Principal Component Analysis and heatmap. Nucleic Acids Res. 2015;43:W566–W570. doi: 10.1093/nar/gkv468 25969447PMC4489295

[36] FerrellCL, GarrettWN, HinmanN. Growth, development and composition of the udder and gravid uterus of beef heifers during pregnancy. J Anim Sci. 1976;42:1477–1489. doi: 10.2527/jas1976.4261477x 931823

[37] MuroyaS, NakajimaI, ChikuniK. Sequential expression of myogenic regulatory factors in bovine skeletal muscle and the satellite cell culture. Anim Sci J. 2002;73:375–381. doi: 10.1046/j.1344-3941.2002.00052.x

[38] CornelisonDDW, WoldBJ. Single-cell analysis of regulatory gene expression in quiescent and activated mouse skeletal muscle satellite cells. Dev Biol. 1997;191:270–283. doi: 10.1006/dbio.1997.8721 9398440

[39] GrifoneR, DemignonJ, HoubronC, SouilE, NiroC, SellerMJ, et al. Six1 and Six4 homeoproteins are required for Pax3 and Mrf expression during myogenesis in the mouse embryo. Development. 2005;132:2235–2249. doi: 10.1242/dev.01773 15788460

[40] WeiD, MaX, ZhangS, HongJ, GuiL, MeiC, et al. Characterization of the promoter region of the bovine SIX1 gene: Roles of MyoD, PAX7, CREB and MyoG. Sci Rep. 2017;7:12599. doi: 10.1038/s41598-017-12787-5 28974698PMC5626756

[41] ZhangW, TongH, ZhangZ, ShaoS, LiuD, LiS, et al. Transcription factor EGR1 promotes differentiation of bovine skeletal muscle satellite cells by regulating MyoG gene expression. J Cell Physiol. 2018;233:350–362. doi: 10.1002/jcp.25883 28256014

[42] TontonozP, Cortez-ToledoO, WroblewskiK, HongC, LimL, CarranzaR, et al. The Orphan Nuclear Receptor Nur77 Is a Determinant of Myofiber Size and Muscle Mass in Mice. Mol Cell Biol. 2015;35:1125–1138. doi: 10.1128/MCB.00715-14 25605333PMC4355536

[43] Cortez-ToledoO, SchnairC, SangngernP, MetzgerD, ChaoLC. Nur77 deletion impairs muscle growth during developmental myogenesis and muscle regeneration in mice. PLoS ONE. 2017;12:e0171268. doi: 10.1371/journal.pone.0171268 28170423PMC5295706

[44] DuM, ZhaoJX, YanX, HuangY, NicodemusLV, YueW, et al. Fetal muscle development, mesenchymal multipotent cell differentiation, and associated signaling pathways. J Anim Sci. 2011;89:583–590. doi: 10.2527/jas.2010-3386 20852073PMC4100697

[45] YanX, ZhuM, DodsonMV, DuM. Developmental programming of fetal skeletal muscle and adipose tissue development. J Genomics. 2013;1:29–38. doi: 10.7150/jgen.3930 25031653PMC4091428

[46] RidgewayAG, PetropoulosH, WiltonS, SkerjancIS. Wnt signaling regulates the function of MyoD and myogenin. J Biol Chem. 2000;275:32398–32405. doi: 10.1074/jbc.M004349200 10915791

[47] RossSE, HematiN, LongoKA, BennettCN, LucasPC, EricksonRL, et al. Inhibition of adipogenesis by Wnt signaling. Science. 2000;289:950–953. doi: 10.1126/science.289.5481.950 10937998

[48] KolliasHD, McDermottJC. Transforming growth factor-β and myostatin signaling in skeletal muscle. J Appl Physiol. 2008;104:579–87. doi: 10.1152/japplphysiol.01091.2007 18032576

[49] WinbanksCE, ChenJL, QianH, LiuY, BernardoBC, BeyerC, et al. The bone morphogenetic protein axis is a positive regulator of skeletal muscle mass. J Cell Biol. 2013;203:345–357. doi: 10.1083/jcb.201211134 24145169PMC3812980

[50] TongJF, YanX, ZhuMJ, FordSP, NathanielszPW, DuM. Maternal obesity downregulates myogenesis and β-catenin signaling in fetal skeletal muscle. Am J Physiol Endocrinol Metab. 2009;296(4):E917–E924. doi: 10.1152/ajpendo.90924.2008 19176350PMC2670630

[51] DuarteMS, GionbelliMP, PaulinoPVR, SerãoNVL, NascimentoCS, BotelhoME, et al. Maternal overnutrition enhances mRNA expression of adipogenic markers and collagen deposition in skeletal muscle of beef cattle fetuses. J Anim Sci. 2014;92:3846–3854. doi: 10.2527/jas.2014-7568 25006073

[52] HuangY, YanX, ZhuMJ, McCormickRJ, FordSP, NathanielszPW, et al. Enhanced transforming growth factor-β signaling and fibrogenesis in ovine fetal skeletal muscle of obese dams at late gestation. Am J Physiol Endocrinol Metab. 2010;298:E1254–E1260. doi: 10.1152/ajpendo.00015.2010 20371734PMC2886526

[53] PeñagaricanoF, WangX, RosaGJ, RadunzAE, KhatibH. Maternal nutrition induces gene expression changes in fetal muscle and adipose tissues in sheep. BMC Genomics. 2014;15:1034. doi: 10.1186/1471-2164-15-1034 25429728PMC4301459

[54] SinclairKD, RutherfordKMD, WallaceJM, BrameldJM, StögerR, AlberioR, et al. Epigenetics and developmental programming of welfare and production traits in farm animals. Reprod Fertil Dev. 2016;28:1443–1478. doi: 10.1071/RD16102 27439952

[55] MandelS, GozesI. Activity-dependent neuroprotective protein constitutes a novel element in the SWI/SNF chromatin remodeling complex. J Biol Chem. 2007;282:34448–34456. doi: 10.1074/jbc.M704756200 17878164

[56] LanF, CollinsRE, CegliRD, AlpatovR, HortonJR, ShiX, et al. Recognition of unmethylated histone H3 lysine 4 links BHC80 to LSD1-mediated gene repression. Nature. 2007;448:718–722. doi: 10.1038/nature06034 17687328PMC2702779

[57] LaiH, WangQT. Additional Sex Combs-Like 2 is required for Polycomb Repressive Complex 2 binding at select targets. PLoS ONE. 2013;8:e73983. doi: 10.1371/journal.pone.0073983 24040135PMC3767597

[58] EdmundsJW, MahadevanLC, ClaytonAL. Dynamic histone H3 methylation during gene induction: HYPB/Setd2 mediates all H3K36 trimethylation. EMBO J. 2008;27:406–420. doi: 10.1038/sj.emboj.7601967 18157086PMC2168397

[59] WagnerEJ, CarpenterPB. Understanding the language of Lys36 methylation at histone H3. Nat Rev Mol Cell Biol. 2012;13:115–126. doi: 10.1038/nrm3274 22266761PMC3969746

[60] LanX, CretneyEC, KroppJ, KhateebK, BergMA, PeñagaricanoF, et al. Maternal diet during pregnancy induces gene expression and DNA methylation changes in fetal tissues in sheep. Front Genet. 2013;4:49. doi: 10.3389/fgene.2013.00049 23577020PMC3617393

[61] CurradiM, IzzoA, BadaraccoG, LandsbergerN. Molecular mechanisms of gene silencing mediated by DNA methylation. Mol Cell Biol. 2002;22:3157–3173. doi: 10.1128/MCB.22.9.3157-3173.2002 11940673PMC133775

[62] OkanoM, BellDW, HaberDA, LiE. DNA methyltransferases Dnmt3a and Dnmt3b are essential for de novo methylation and mammalian development. Cell. 1999;99:247–257. doi: 10.1016/s0092-8674(00)81656-6 10555141

[63] DickinsonJM, RasmussenBB. Amino Acid Transporters in the Regulation of Human Skeletal Muscle Protein Metabolism. Curr Opin Clin Nutr Metab Care. 2013;16:638–644. doi: 10.1097/MCO.0b013e3283653ec5 24100668PMC4164966

[64] PoncetN, MitchellFE, IbrahimAFM, McGuireVA, EnglishG, ArthurJSC, et al. The catalytic subunit of the system L1 amino acid transporter (Slc7a5) facilitates nutrient signalling in mouse skeletal muscle. PLoS ONE. 2014;9:e89547. doi: 10.1371/journal.pone.0089547 24586861PMC3935884

[65] SnellK, FellDA. Metabolic control analysis of mammalian serine metabolism. Adv Enzyme Regul. 1990;30:13–32. doi: 10.1016/0065-2571(90)90006-n 2119548

[66] JheeK, KrugerWD. The role of cystathionine β-synthase in homocysteine metabolism. Antioxid Redox Signal. 2005;7:813–822. doi: 10.1089/ars.2005.7.813 15890029

[67] Castro BulleFCP, PaulinoPV, SanchesAC, SainzRD. Growth, carcass quality, and protein and energy metabolism in beef cattle with different growth potentials and residual feed intakes. J Anim Sci. 2007;85:928–36. doi: 10.2527/jas.2006-373 17178805

[68] KrupenkoNI, DubardME, StricklandKC, MoxleyKM, OleinikNV, KrupenkoSA. ALDH1L2 is the mitochondrial homolog of 10-formyltetrahydrofolate dehydrogenase. J Biol Chem. 2010;285:23056–23063. doi: 10.1074/jbc.M110.128843 20498374PMC2906299

[69] NilssonR, JainM, MadhusudhanN, SheppardNG, StrittmatterL, KampfC, et al. Metabolic enzyme expression highlights a key role for MTHFD2 and the mitochondrial folate pathway in cancer. Nat Commun. 2014;5:3128. doi: 10.1038/ncomms4128 24451681PMC4106362

[70] BryantJD, SweeneySR, SentandreuE, ShinM, IpasH, XhemalceB, et al. Deletion of the neural tube defect-associated gene Mthfd1l disrupts one-carbon and central energy metabolism in mouse embryos. J Biol Chem. 2018;293:5821–5833. doi: 10.1074/jbc.RA118.002180 29483189PMC5912453

[71] DuckerGS, ChenL, MorscherRJ, GhergurovichJM, EspositoM, TengX, et al. Reversal of Cytosolic One-Carbon Flux Compensates for Loss of the Mitochondrial Folate Pathway. Cell Metab. 2016;23:1140–1153. doi: 10.1016/j.cmet.2016.04.016 27211901PMC4909566

[72] AtsumiT, NishioT, NiwaH, TakeuchiJ, BandoH, ShimizuC, et al. Expression of inducible 6-Phosphofructo-2-Kinase/Fructose-2,6-Bisphosphatase/PFKFB3 isoforms in adipocytes and their potential role in glycolytic regulation. 2005;54:3349–3357. doi: 10.2337/diabetes.54.12.3349 16306349

[73] HuoY, GuoX, XuK, ZhangJ, LiH, ZhangW, et al. Involvement of inducible 6-phosphofructo-2-kinase in the anti-diabetic effect of PPARγ activation in mice. J Biol Chem. 2010;285:23711–23720. doi: 10.1074/jbc.M110.123174 20498376PMC2911274

[74] GraugnardDE, PiantoniP, BionazM, BergerLL, FaulknerDB, LoorJJ. Adipogenic and energy metabolism gene networks in longissimus lumborum during rapid post-weaning growth in Angus and Angus × Simmental cattle fed high-starch or low-starch diets. BMC Genomics. 2009;10:142. doi: 10.1186/1471-2164-10-142 19335898PMC2676302

[75] GuoB, GreenwoodPL, CafeLM, ZhouG, ZhangW, DalrympleBP. Transcriptome analysis of cattle muscle identifies potential markers for skeletal muscle growth rate and major cell types. BMC Genomics. 2015;16:177. doi: 10.1186/s12864-015-1403-x 25887672PMC4364331

[76] MorielP, JohnsonSE, VendraminiJMB, MercadanteVRG, HersomMJ, ArthingtonJD. Effects of calf weaning age and subsequent management system on growth and reproductive performance of beef heifers. J Anim Sci. 2014;92:3096–3107. doi: 10.2527/jas.2013-7389 24778338

[77] MorielP, JohnsonSE, VendraminiJMB, McCannMA, GerrardDE, MercadanteVRG, et al. Effects of calf weaning age and subsequent management systems on growth performance and carcass characteristics of beef steers. J Anim Sci. 2014;92:3598–3609. doi: 10.2527/jas.2014-7751 24948652

[78] ArthingtonJD, CookeRF, MaddockTD, AraujoDB, MorielP, DilorenzoN, et al. Effects of vaccination on the acute-phase protein response and measures of performance in growing beef calves. J Anim Sci. 2013;91:1831–1837. doi: 10.2527/jas.2012-5724 23345563

How the deposited data were processed for this re-analysis (not part of the article)

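RNA of *Longissimus dorsi* biopsies was sequenced in 44 libraries from 24 calves. The authors trimmed the reads with Trim Galore, aligned them with Hisat2 to the ARS-UCD1.2 bovine genome and counted reads on genes with htseq-count. The authors deposited these counts, without normalization, and everything below was computed from them. Treatment, day, year and calf of each library were taken from the sample labels and the paper.

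The counts covered 27570 genes. Reads counted per library ranged from 13038245 to 29593721, and no interval given here covers more than counting error where it is named as such. Genes with a mean of over 1 CPM over the 44 libraries were tested, 12325 in all. Counts were normalized with the trimmed mean of M-values (TMM).

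The tests used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and mixed models used lme4 1.1.37 and pbkrtest 0.5.5. For supplementation and methionine, counts were summed over each calf's libraries and tested with edgeR's quasi-likelihood test over 24 calves, with year and the absence of a d 154 library as covariates. For time, the 40 libraries of 20 calves were fitted with the calf as a block and a day effect for each treatment, and the mean of the 3 day effects was tested. The interaction was the F test that the 3 day effects are equal. The Benjamini-Hochberg adjustment was used over all genes tested. The thresholds were those of the paper, a *P* of 0.01 and an FDR of 0.20 for treatments, an FDR of 0.05 and a log2FC of 1 for time, and an FDR of 0.25 for the interaction.

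The libraries of d 154 and d 201 were paired because they come from the same calf. Over the 20 pairs, the correlation of the deviations of both libraries from their group means ranged from 0.00230 to 0.504, with a median of 0.276. It was over 0.1 in 17 pairs, and in 10 pairs no other d 201 library had a higher correlation with the d 154 library.

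The genes reported by name are those the paper's text names for a contrast, the 5 genes with the smallest *P* for each contrast, the gene with the smallest *P* for the interaction, and members of the paper's lists that set the range or direction of their list. The paper's values in S2 Table and Tables 1 to 3 had been seen when this rule was applied. *ASNS*, *FOS*, *FOSB* and *JUNB* were added to the treatment contrasts for tests chosen later. Symbols came from S2 Table alone, so other genes named in the text were not analysed here. Of the 25 gene lists fixed beforehand, 21 gave their members by name. None of these had identifiers for 80% of its members, and the largest share was 73.3%. The share was not measured for the other 4, which were given by a pattern of symbols, and none of the 25 was tested. *XIST* was not analysed here, and the sex of the calves was not compared with expression. The genes of Table 3 were tested as sets with camera and a preset correlation of 0.01, with fry, and with camera and an estimated correlation.

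The numbers of genes and the log2FC were recomputed with DESeq2, with limma-voom, with 2 other filters on low counts, with library size in place of TMM, without the calf, in each year, with the mapping rate as a covariate, and with a mixed model on log2(CPM + 1) with the terms of the paper's. The sets were recomputed only without TMM, without the calf and in each year. Treatment results were also recomputed in each day and in the 20 calves with both libraries. After the results had been seen, a filter of over 1 CPM in at least 8 libraries was added, along with 3 other scalings in the mixed model.

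The code was tested on simulated data, drawn for the real genes. Every gene was given a coefficient of variation of 0.3 between calves and 0.25 within calves, which real genes need not share. In these data, 200 genes were changed by 1 on the log2 scale. The test of supplementation found 189 of them, that of methionine 169 and that of time 198. Calls among unchanged genes were 1.02%, 1.06% and 0.0694% in the same order. Camera and fry found a raised set of 20 genes and did not call an unchanged set.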

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

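The tests of mapping rate, sex, library size, lasting differences between calves and shared responses named here were chosen only after the results had been seen.

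Single calves stood apart from their group in 10 of 72 groups checked with Dixon's test, where 3.6 are expected by chance at about 1 in 20. Calf B187 of MOLMET had 137 CPM for *ASNS* against 10.6 in the next calf, 2.65 CPM for *SLC7A5* against 0.806 and 20.2 CPM for *CBS* against 7.53. All 3 values came from its d 201 library, with 305, 5.18 and 33.2 CPM, against 4.95, 0.643 and 9.89 CPM on d 154. Calf A1 of NOSUP had 6.05 CPM for *SLC7A5* against 2.28 in the next calf, with 9.31 CPM on d 154 and 2.14 CPM on d 201. A state of the animal at 1 biopsy and a fault of 1 library would both look like this, and neither was tested.

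Calf B27 of NOSUP had 57.5 CPM for *ABCA1* against 20.2 in the next calf. Calf A15 of MOLMET had 5.49 CPM for *STMN1* against 7.93. Calf B9 of MOL, with a d 201 library only, had 144 CPM for *FOSB* against 28.7 and 176 CPM for *JUNB* against 56.8. B9 also had 0.0480 CPM for ENSBTAG00000054758 against 0 in the other MOL calves, which is a single read. The d 154 library of calf B23 had 14432853 counts against 19904105 in the next MOLMET library of d 154, a technical difference that normalization takes up. No cause was tested for these values.

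The day effect differed between years in 293 genes at an FDR of 0.05, with a higher log2FC in year 2 in 132 of them. It was higher in year 2 by 4.68 for *FOS*, 4.37 for *FOSB*, 1.73 for *JUNB* and 2.55 for *PFKFB3* (log2). The mapping rate, a technical measure, was lower on d 154 of year 2, and with it as a covariate 207 genes differed, with *FOS* among them and *FOSB* not (FDR = 0.0876 by edgeR, against 0.0360). The mean log2 ratio of total counts of d 201 to d 154 was −0.01 in year 1 and 0.14 in year 2, which is too little to account for *FOS*, *FOSB* and *JUNB*. Handling at biopsy and the animals of each year could each raise such early genes, and these were not tested.

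ENSBTAG00000054758 was read in 6 calves at 7.40 CPM or more in every library, and at no more than 0.0476 CPM in the 32 libraries of the other calves. This was the same on both days in all 20 calves with both, which is in line with a lasting property of the animal and against a fault of single libraries.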

How the results depend on the processing

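The alternatives named as added, and the tests of random splits for an FDR of 0.20 with supplementation, were chosen only after the results had been seen. All other alternatives and the main fits were fixed before the data were examined. The cause was not tested for any of the moves below.

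For supplementation, 54 genes at a *P* of 0.01 became 92 with limma-voom, 126 without a filter, 109 without TMM, 138 without the calf, 97 in year 1, 263 in year 2, 89 in the 20 calves with both days, and 108 with the added mixed model on counts times the TMM factor. The other alternatives gave between 45 and 77. The 0 genes at an FDR of 0.20 became 7 without the calf and 1 in the d 201 libraries. The share of lower genes, 63.0%, became 81.0% without a filter, 99.1% without TMM, 39.9% in year 2, 77.1% in the d 154 libraries, 77.5% in the 20 calves, 100% with counts times the TMM factor and 98.6% with counts not scaled, the last 2 being added.

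For methionine, 175 genes at a *P* of 0.01 became 310 without a filter, 115 in the d 201 libraries and 65 with the mixed model on log2(CPM + 1). The added mixed models gave 26 with counts times the TMM factor, 69 with counts divided by library size and TMM factor, and 31 with counts not scaled. The 1 gene at an FDR of 0.20 became 8 with DESeq2, 2 with limma-voom and 2 without the calf. It became 0 with over 1 CPM in every library, in year 1, in year 2, in the d 154 libraries, in the 20 calves with both days, with the mixed model on log2(CPM + 1) and with the 3 added mixed models. The share of lower genes, 53.1%, became 76.6% without TMM, 61.8% in year 2, 67.8% in the d 201 libraries, 61.3% in the 20 calves, 33.8% with the mixed model on log2(CPM + 1), 34.8% with counts divided by library size and TMM factor, and 38.7% with counts not scaled.

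For time, 3568 genes at an FDR of 0.05 became 387 in year 2 and 2088 with the mapping rate. With a log2FC of 1, 229 genes became 96 with over 1 CPM in every library, 427 without a filter, 354 in year 1 and 111 with the mixed model on log2(CPM + 1). The share of lower genes, 48.8%, became 44.7% without a filter, 64.6% without TMM, 53.2% without the calf, 46.9% in year 1, 29.2% in year 2, 55.7% with counts times the TMM factor and 39.0% with counts not scaled. The 0 genes for the interaction at an FDR of 0.25 became 1 in year 1 and 1 with the mapping rate.

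Of the named genes, *EGR1* changed direction with supplementation in year 2 (log2FC 0.26), as did *NR4A1* (log2FC 0.00, that is 0.00187). ENSBTAG00000054758 did so with limma-voom (0.85) and in year 2 (0.73). In year 2 it had a single read in each treatment, so the latter value shows no direction, although it counts among the reversals below. Under the alternatives fixed beforehand, the 10 genes of supplementation had 125 values, 100 with the same call, 15 weaker, 6 stronger and 4 reversed. The 8 genes of methionine had 102 values, 75 the same, 17 weaker and 10 stronger. The 30 genes of time had 286 values, 268 the same and 18 weaker.

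Among the sets, neuroactive ligand-receptor interaction was not called in year 1 (*P* = 0.0976 by camera) or with an estimated correlation (*P* = 0.0668), and complement and coagulation cascades was not called in year 2 (*P* = 0.142). With the preset correlation, nitrogen metabolism changed direction without the calf (*P* = 0.955 by camera), and it was called in no setting.

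Without the calf as the replicate block, libraries of the same animal count as replicates and the days are no longer paired. In simulated data that fit called 3.60% of unchanged genes at a *P* of 0.01 for supplementation and 3.81% for methionine, against 1.02% and 1.06% with the calf as the replicate. Every simulated gene had the same set spread between and within calves, so these rates need not hold for the real genes. In the real data the fit without the calf gave 138 genes for supplementation, 232 for methionine and 3629 for time. Depth limits genes near 1 CPM, and *IGHG1*, *FOSL1* and *CDC20* were tested only without a filter, with the added filter and in the added mixed models.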

Differences from the paper's values

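The added mixed model used below was chosen only after the paper's values had been seen. A number of genes is said to come near the paper's when the larger is at most 1.5 times the smaller, and a log2FC when it lies within 1 SE of its own fit.

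For supplementation, the paper reports 118 genes at a *P* of 0.01, against 54 here. Of the alternatives fixed beforehand, limma-voom (92), no filter (126), no TMM (109), no calf (138), year 1 (97) and the 20 calves with both days (89) came near, and DESeq2 (77), over 1 CPM in every library (45), year 2 (263), the mapping rate (65), each day alone (48 and 74) and the mixed model on log2(CPM + 1) (61) did not. The paper has all 118 lower, against 34 lower here. No filter (102), no TMM (108), no calf (91) and year 2 (105) came near in number, and the others did not. At a *P* of 0.025, the paper has 394 genes, against 181. No filter (371), no TMM (317), no calf (360) and year 2 (591) came near.

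For methionine, the paper has 26 genes at a *P* of 0.01, against 175 here, with 15 lower, against 93, and 11 higher, against 82. It has 218 genes at a *P* of 0.05, against 853. No alternative fixed beforehand reached these numbers, apart from 22 lower genes with the mixed model on log2(CPM + 1). For time, the paper has 1060 higher genes at an FDR of 0.05, against 1827. No TMM (1176) and the mapping rate (1080) came near. At a *P* of 0.0001, the paper has 452 genes, against 823, and no alternative fixed beforehand reached this.

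The paper's log2FC of *MYF5* is −0.61, against −0.37 here. No TMM (−0.45), no calf (−0.46), year 1 (−0.65), d 154 (−0.48) and d 201 (−0.44) came near. For *PHF21A* it is −0.42, against −0.20, and year 2 (−0.31) came near. For *DKK2* it is −1.15, against −0.82, and limma-voom, no calf (−0.99), year 1 (−1.08), d 154 (−1.22) and the 20 calves came near. For *BMPER* it is −0.98, against −0.75, and limma-voom (−0.92), no TMM (−0.82), no calf (−0.83), year 1 (−1.05), d 154 (−0.92) and the 20 calves (−0.81) came near. For ENSBTAG00000054758 with methionine it is 3.85, against 9.79, and no alternative fixed beforehand came near. The MOL libraries held 1 read of this gene, so 9.79 is a fitted value and not a measured fold.

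An added mixed model on log2(counts times TMM factor + 1), with library size left in, gave all 414 log2FC of Tabs 1, 2 and 4 of S2 Table within 0.01, with −0.61 for *MYF5*, −0.41 for *PHF21A* and 3.86 for ENSBTAG00000054758. It gave 108 genes for supplementation at a *P* of 0.01, all lower, so it dropped 10 of the paper's 118. It gave 384 genes at a *P* of 0.025, 26 for methionine with 15 lower and 11 higher, and 214 at a *P* of 0.05. For time it gave 1057 higher genes at an FDR of 0.05 and 446 at a *P* of 0.0001, and all 270 genes of Tab 4 passed the FDR. With *P* rounded to 2 digits, it gave 116, 394, 26, 216 and 452 genes for the same 5 thresholds.

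In direction, the paper's text has *IRF7* and *GCGR* upregulated on d 201, and both were lower here, with a log2FC of −1.09 and −1.75. The paper's own S2 Table has both lower too (−1.02 and −1.73), and its Table 3 lists *GCGR* as lower, so only its text differs. The paper has no gene for methionine at an FDR of 0.20, and 1 passed here.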

Other observations

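The tests on scaling of the log2FC, mapping rate, sex, library size, ENSBTAG00000054758, the amino acid genes, the early genes, and splits at an FDR of 0.20 for supplementation were chosen only after the results had been seen. The others were written before they were run.

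The share of lower genes for supplementation followed the scaling. The log2FC of S2 Table were met by the mixed model on counts times the TMM factor in 414 of 414 genes, which is consistent with library size having been left in. That model gave 108 genes at a *P* of 0.01, all lower. With counts divided by library size and TMM factor, the same model gave 61 genes, of which 60.7% were lower. The median log2FC over all genes was −0.19 in the first model and 0.00 in the second. In random splits of the calves, counts times the TMM factor put 90% or more of the genes on 1 side in 51 of 100 splits, the true grouping counted, and the division did so in 0. These splits used the mean of each calf's libraries and ordinary least squares, where the true grouping had 77 of 78 genes lower in the first scaling and 39 of 79 in the second. Supplemented and NOSUP calves differed by −0.08 in log2 TMM factor (permutation *P* = 0.0917) and by −0.01 in log2 total count (permutation *P* = 0.882). MOLMET and MOL calves differed by −0.05 (permutation *P* = 0.372) and 0.00 (permutation *P* = 0.990).

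For supplementation, 84 of 100 splits gave as many genes at a *P* of 0.01, counting the true grouping. At an FDR of 0.20, the true grouping had 0 genes, so all 100 gave as many by construction, and this decides nothing. For methionine, 22 of 100 gave as many genes at a *P* of 0.01 and 20 of 100 at an FDR of 0.20. For the interaction, 56 of 60 gave as many genes at a *P* of 0.05. Chance can be excluded for none of these numbers at a *P* of 0.01 or 0.05, nor for methionine at an FDR of 0.20. For time, 1 of 60 exchanges of days, the true one, gave as many genes at an FDR of 0.05, and 1 of 60 with a log2FC of 1, so chance can be excluded for both.

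The day effect differed between years in 293 genes at an FDR of 0.05, and only the true order did so in 60 exchanges of years (1 of 60), so chance can be excluded. With the mapping rate as a covariate, 207 genes differed, and 165 of them were among the 293, so the mapping rate does not account for most. The log2 ratio of total counts of d 201 to d 154 was higher in year 2 than in year 1 by 0.15 on average, and was at most 0.78 in a calf, in either direction. The day effects of *FOS*, *FOSB* and *JUNB* differed by 1.73 or more, so library size does not account for them. The paper states that heifers were sampled in year 1 only. The labels give the sex of 0 calves of year 1, so year and sex cannot be told apart. Of the 293 genes, 132 had a higher log2FC in year 2. Of the 10 genes with the smallest *P*, 7 changed direction between the years, such as *MGC138914*, with −1.06 in year 1 and 0.29 in year 2. The other 3 were *CCN1*, with a log2FC of 0.21 in year 1 and 2.52 in year 2, *NR4A2*, with 0.99 and 4.68, and *MAP1A*, with 2.03 and 0.35.

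ENSBTAG00000054758 was read in 4 MOLMET and 2 NOSUP calves of year 1. The paper describes 6 heifers in year 1, 2 in each treatment, and only steers in year 2. The 6 calves with reads match that total. They do not match 2 in each treatment, since 4 were MOLMET calves and 0 were MOL calves. The labels give the sex of 0 calves of year 1, so sex is not excluded. All 20 calves with both days were alike on both, which may point to a lasting property of the calf, such as a copy or sequence of the gene that only some animals carry. Genotyping these calves at the gene would test this. If so, the FDR of 0.0320 for methionine could be a matter of which calves fell in which treatment.

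*ASNS*, *SLC7A5* and *CBS* rose and fell together over 20 calves within treatments. In the family of 6 relations, *ASNS* and *SLC7A5* had a Pearson r of 0.683 on d 154 (permutation *P* = 0.000950, adjusted 0.000950), a Spearman rho of 0.592 (permutation *P* = 0.00705, adjusted 0.00771), and r of 0.752 without the 2 farthest samples, 0.774 in year 1 and 0.632 in year 2. This was the lowest r of the family over all 20 calves. Without the 2 farthest samples, the lowest was that of *SLC7A5* and *CBS* on d 201, which fell from 0.765 to 0.492 (rho 0.585, adjusted permutation *P* of rho 0.00771), and that of *ASNS* and *SLC7A5* on d 201 fell from 0.778 to 0.513. *ASNS* and *CBS* had the highest, 0.938 on d 201, with a permutation *P* of 1e-05, the smallest these permutations can give (adjusted 3.00e-05). Their rho was 0.836 (permutation *P* also the smallest, adjusted 6.00e-05), and r was 0.778 without the 2 farthest samples, 0.748 in year 1 and 0.994 in year 2. This is consistent with one response shared by the genes, so they are not separate evidence for an effect of methionine.

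The levels of these genes on d 154 and d 201 were not related in a calf, in a family of 3 relations. The highest Pearson r was 0.0612 for *SLC7A5* (permutation *P* = 0.791, adjusted 0.986), with a Spearman rho of 0.00902 (permutation *P* = 0.972, adjusted 0.992), and r of −0.0497 without the 2 farthest samples, 0.195 in year 1 and −0.126 in year 2. A lasting property of the calf and a passing state cannot be told apart by this, since 20 calves leave room for a modest relation. Sampling the same calves more often would tell.

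*FOS* had a log2FC of −1.34 with supplementation in edgeR's fit, *FOSB* of −0.87 and *JUNB* of −0.57, and only *FOS* had a *P* of 0.05 or less. The means did not all follow, since MOL calves had 28.3 CPM for *FOSB* and 49.7 CPM for *JUNB*, against 22.4 and 43.8 CPM in NOSUP and 13.7 and 33.0 CPM in MOLMET calves. Without calf B9, the MOL means were 11.8 and 31.6 CPM. The lower *EGR1* and *NR4A1* might be part of a general difference in immediate early genes, which could rise with handling. Handling was not tested here, and this and an effect on muscle development cannot be told apart. Biopsies timed after handling would test it.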
